# Targeted methods for epigenetic age predictions in mice

**DOI:** 10.1038/s41598-020-79509-2

**Published:** 2020-12-31

**Authors:** Yang Han, Miloš Nikolić, Michael Gobs, Julia Franzen, Gerald de Haan, Hartmut Geiger, Wolfgang Wagner

**Keywords:** Predictive markers, Epigenetics, Genetic markers

## Abstract

Age-associated DNA methylation reflects aspect of biological aging—therefore epigenetic clocks for mice can elucidate how the aging process in this model organism is affected by specific treatments or genetic background. Initially, age-predictors for mice were trained for genome-wide DNA methylation profiles and we have recently described a targeted assay based on pyrosequencing of DNA methylation at only three age-associated genomic regions. Here, we established alternative approaches using droplet digital PCR (ddPCR) and barcoded bisulfite amplicon sequencing (BBA-seq). At individual CG dinucleotides (CpGs) the correlation of DNA methylation with chronological age was slightly higher for pyrosequencing and ddPCR as compared to BBA-seq. On the other hand, BBA-seq revealed that neighboring CpGs tend to be stochastically modified at murine age-associated regions. Furthermore, the binary sequel of methylated and non-methylated CpGs in individual reads can be used for single-read predictions, which may reflect heterogeneity in epigenetic aging. In comparison to C57BL/6 mice the single-read age-predictions using BBA-seq were also accelerated in the shorter-lived DBA/2 mice, and in C57BL/6 mice with a lifespan quantitative trait locus of DBA/2 mice. Taken together, we describe alternative targeted methods for epigenetic age predictions that provide new perspectives for aging-intervention studies in mice.

## Introduction

Aging evokes dynamic changes in DNA methylation (DNAm) at specific CG dinucleotides (CpG)^1^. These epigenetic modifications provide a biomarker for the aging process, which is often referred to as ‘epigenetic clock’^2^. They were initially described for humans based on data from Illumina BeadChips^3,4^, and in the advent of a fast growing number of such datasets the models were further refined—with signatures of many age-associated CpGs—to provide a very high correlation of predicted and chronological age. Notably, epigenetic clocks for blood seem to reflect aspects of biological age, since the deviation of predicted and chronological age (delta-age) correlates with all-cause mortality^5,6^ and it is increased in various diseases, such as obesity^7^, Down syndrome^8^, Werner Syndrome^9^, and HIV infection^10^. Thus, tracking of epigenetic age may also elucidate the impact of drugs or other relevant parameters for the aging process, albeit it is challenging to perform such controlled and long-term aging intervention studies in humans^11^.

Mice are one of the most popular mammalian models for aging research. Inbreeding, defined growth conditions, and the shorter life-length of about two years facilitate aging interventions studies with mice that cannot be easily performed in humans. Epigenetic clocks for mice were initially based on whole genome bisulfite sequencing (WGBS) or reduced representation bisulfite sequencing (RRBS)^12^. They were trained for liver, whole blood, or even multi-tissue specimens from mice using hundreds of CpG sites, and they clearly demonstrated that epigenetic clocks in mice are affected by genetic, dietary, or pharmacological interventions^13–15^. However, WGBS and RRBS are relatively labor and cost-intensive and the methods do not always provide enough coverage for all the relevant CpGs, which hampers application of these age-predictors.

To overcome this problems, alternative methods for site-specific analysis of DNAm at few selected age-associated CpGs may be advantageous^12,16^. We have recently described an epigenetic clock that is based on pyrosequencing of DNAm at only three age-associated CpGs to facilitate a high accuracy with chronological age in C57BL/6 mice^17^. Notably, epigenetic aging was significantly accelerated in the shorter-lived DBA/2 mice^17^, and in congenic C57BL/6 mice harboring regions of chromosome 11 from DBA/2 mice likely linked to the regulation of lifespan (referred to as Line A mice)^18^. The epigenetic age was also decelerated by systemic administration of a drug that extended murine lifespan^19^, implying that the three CpGs might also serve as biomarkers of aging at least on an C57BL/6 background. While the pyrosequencing based epigenetic clock has proven to be robust and reliable, it is well conceivable that precision, accuracy and applicability can be increased by alternative methods.

Droplet Digital PCR (ddPCR) is a relatively novel targeted approach for DNAm measurement that was reported to provide precise results with less PCR bias^20,21^. Furthermore, barcoded bisulfite amplicon sequencing (BBA-seq), which is based on massive-parallel-sequencing, facilitates DNAm analysis of longer amplicons with more neighboring CpGs and provides insight into the DNAm pattern on individual DNA strands^22^. We have recently demonstrated in BBA-seq data of human blood that the correlation of age with DNAm levels at neighboring CpGs follows a bell-shaped curved^21^. Interestingly, the DNAm pattern of neighboring CpGs was not coherently modified on individual strands, as might be anticipated upon binding of an epigenetic writer, but rather seemed to be evoked by stochastic modifications^21^. Based on this, we developed an epigenetic age-predictor for BBA-seq data of human blood, which was based on the binary sequel of methylated and non-methylated sites in individual reads^21^. This approach might reflect heterogeneity of epigenetic aging within a sample. In this study, we now established and compared such targeted epigenetic clocks also for mice, which are based on pyrosequencing, ddPCR, BBA-seq, or single read predictions.

## Results

### Alternative epigenetic clocks based on pyrosequencing

In our previous work, we selected nine age-associated genomic regions, which were initially identified for age-predictors based on genome-wide deep-sequencing of DNAm profiles^14,15^. Based on this, we established a 3 CpG model for pyrosequencing measurements in the genes proline rich membrane anchor 1 (*Prima1*), heat shock transcription factor 4 (*Hsf4*) and potassium voltage-gated channel modifier subfamily S member 1 (*Kcns1*)^17^. Age-predictions correlated very well with the chronological age of C57BL/6 mice in a training set (n = 24; R^2^ = 0.96; Median error = 3.6 weeks) and in two independent validation sets (n = 21 and 19; R^2^ = 0.95 and 0.91; Median error = 5.0 and 5.9 weeks, respectively). We initially also described a 15 CpG model, which considered two additional amplicons of the pseudogene *Gm9312* and myoblast fusion factor (*Gm7325*)^17^. This 15 CpGs model was identified by machine learning and although it provided higher accuracy in the training set (R^2^ = 0.99; Median error = 2.4 weeks), this model was not further validated as we anticipated that the very good correlation might rather be due to overfitting^17^. In the present study, we further explored this 15 CpG model by pyrosequencing for the two independent validation sets of C57BL/6 mice (n = 21 and n = 19). In fact, the 15 CpG clock gave slightly better correlation with chronological age and lower prediction error (R^2^ = 0.97 and R^2^ = 0.95; median error = 4.9 weeks and 5.4 weeks, respectively) than the 3 CpG signature (Fig. 1). Thus, the 15 CpG murine epigenetic aging clock seems to be advantageous, while the need of two additional PCR amplicons and pyrosequencing measurements provides a tradeoff between accuracy and costs.

**Figure 1:**
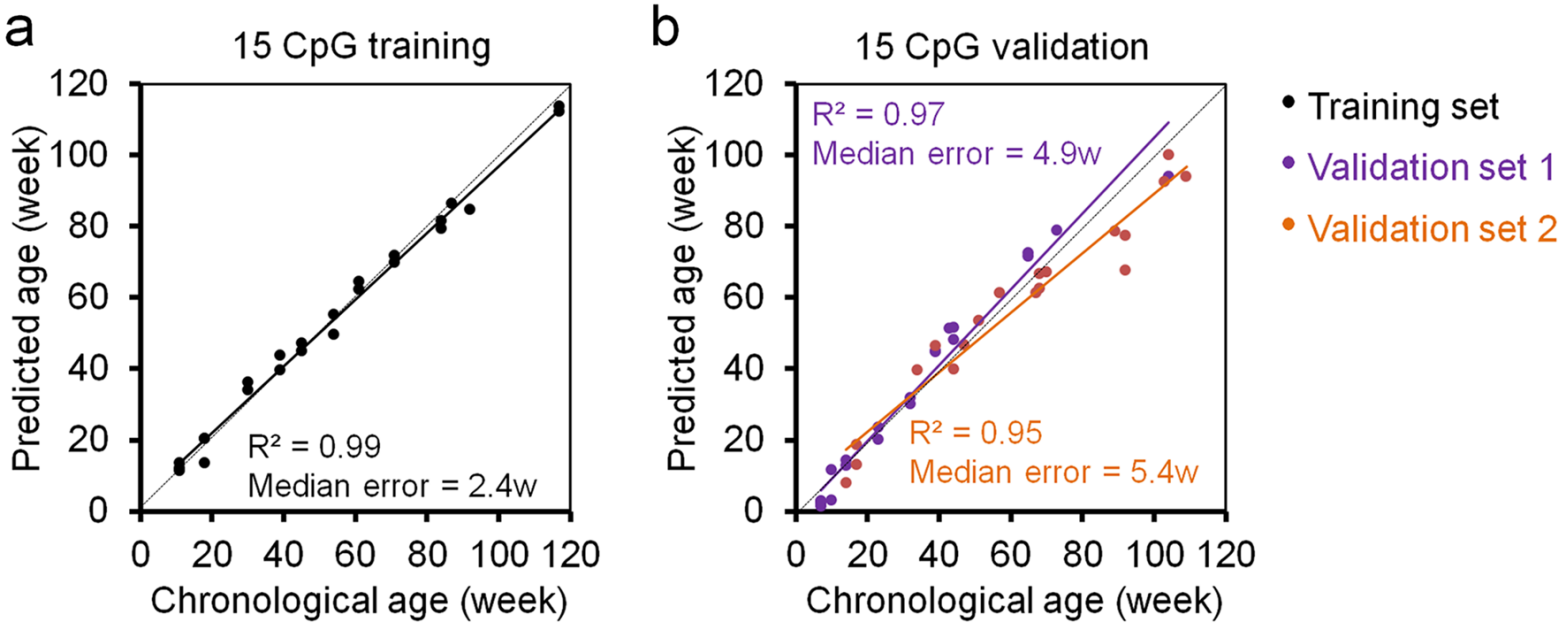
Epigenetic age predictions for pyrosequencing data (15 CpG lasso regression model). (**a**) Multivariable machine learning (Lasso regression) age-predictor based on DNAm levels at 15 CpGs in the genes *Prima1*, *Hsf4*, *Kcns1, Gm9312, Gm7325.* Pyrosequencing was performed for 24 C57BL/6 mice (training set) as described before^17^. (**b**) Age predictions with the same model in two independent validation sets: 21 C57BL/6 mice from the University of Ulm and 19 C57BL/6 mice from the University of Groningen (validation sets 1 and 2, respectively). Coefficients of determination (R^2^) of DNAm *versus* chronological age and median errors (weeks) are indicated.

### Age-prediction with droplet digital PCR

Droplet digital PCR (ddPCR) is based on parallel PCR reactions in thousands of micro-droplets and therefore DNAm analysis with this technology may reduce PCR bias for methylated/non-methylated strands that may occur in pyrosequencing (Supplementary Fig. S1a)^21^. Therefore, we have designed ddPCR assay for the same three amplicons for *Prima1, Hsf4,* and *Kcns1*. However, the targeted CpG within the *Hsf4* amplicon was different to the pyrosequencing based 3 CpG predictor, as this was better suitable for the ddPCR probe. DNAm measurements with ddPCR at all three CpGs revealed high correlation with chronological age in 23 C57BL/6 mice of the training set (Fig. 2a–c) and correlated with the DNAm measurements by pyrosequencing (Supplementary Fig. S1b). Based on the ddPCR measurements we determined a multivariable linear regression model that provided reliable age-predictions in the validation sets (R^2^ = 0.97 and 0.88; median error 5.1 and 7.1 weeks). These results were slightly less accurate than for the 3 CpG clock by pyrosequencing (Fig. 2d), which might be due to lower age-association in the neighbouring CpGs of *Hsf4.* Either way, the results demonstrate that DNAm measurements with ddPCR are also well suited for epigenetic clocks in mice.

**Figure 2:**
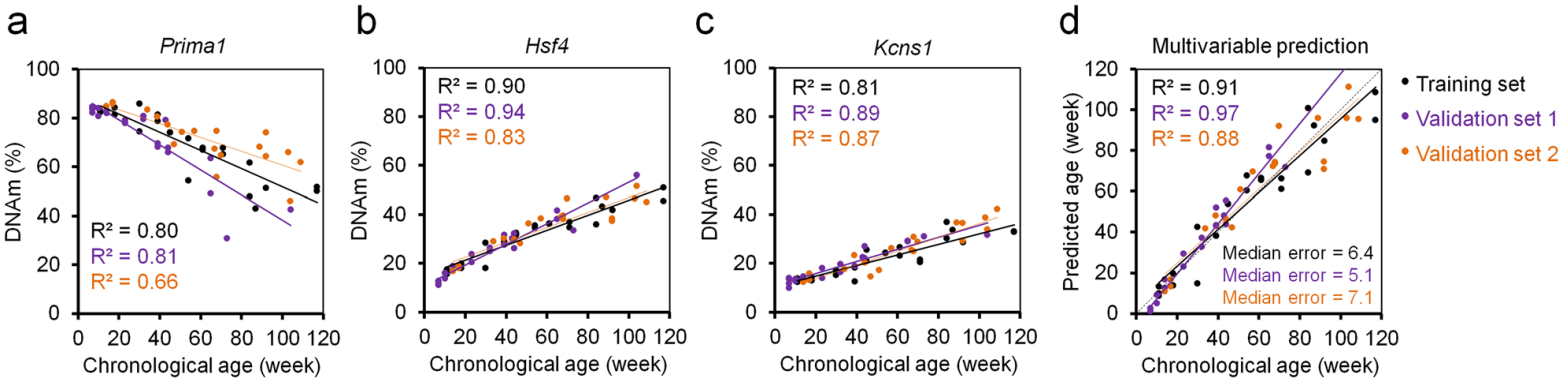
Three CpG epigenetic clock for mice based on droplet digital PCR. Age-associated DNAm was measured with ddPCR at 3 CpGs in the genes *Prima1* (**a**), *Hsf4* (**b**) and *Kcns1* (**c**) in the training set (n = 23) and two independent validation sets (n = 21 and 19) of C57BL/6 mice. (**d**) The measurements of the training set were used for a multivariable model for epigenetic age predictions. Coefficients of determination (R^2^) of DNAm *versus* chronological age and median errors (weeks) are demonstrated.

### Barcoded bisulfite amplicon sequencing of age-associated regions

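BBA-seq data were available for blood samples of 111 mice, namely 23 C57BL/6 mice of the training set, 40 of the validation sets, 15 mice of Line A and 33 of the DBA/2 strain. The training mice were all female and aged 11 to 117 weeks (median 54). The validation mice were 25 females and 15 males aged 7 to 109 weeks (median 43.5), and the Line A mice were 10 females and 5 males aged 6 to 90 weeks. The DBA/2 mice fell into 12 young mice of 6 to 25 weeks and 21 old mice of 75 to 109 weeks, with 0 mice between. In BBA-seq, bisulfite-converted DNA is amplified with barcoded primers and sequenced, so that each read shows the methylation state of every CpG of one amplicon. The authors determined DNAm with Bismark and deposited the methylated fraction of the reads at each of 41 CpGs in each mouse. These fractions were multiplied by 100 to give percent. None of the 4551 values was missing, and they ranged from 0 to 97.99%. The coverage of the single values is not part of these data, so the depth behind each value is unknown and no interval of counting error is given.

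By the paper's supplement, the *Prima1* amplicon lies on chromosome 12 from 103214592 to 103214742, the *Hsf4* amplicon on chromosome 8 from 105270895 to 105271241, and the *Kcns1* amplicon on chromosome 2 from 164168030 to 164168240. The genome build is not named beside these coordinates. The deposited values covered 4 CpGs of *Prima1*, 12 of *Hsf4* and 25 of *Kcns1*. By the primer lengths, 4 of the 25 *Kcns1* CpGs lie inside a primer, at positions 9 and 11 in the forward primer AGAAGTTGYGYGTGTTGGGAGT and at positions 199 and 208 in the reverse primer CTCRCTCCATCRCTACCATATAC, and 21 lie between the primers. Y and R in these sequences stand for mixed bases.

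The labels do not give the validation set of a mouse. An age that Figs. 1b and 2a of the paper show in a single set settled it for 14 mice of set 1 and 15 mice of set 2, and 11 mice were left without a set. The colours of some panels of the paper's BBA-seq figure do not match the ages of these sets. This doubt stays with each value of the mice settled in a set. All tests were two-sided, with 100000 resamples in each permutation test and exact enumeration where a group held fewer than 10 mice, except in the tests stratified by age window and those with age in the model, which were resampled at any size. Adjusted p-values were calculated by the Benjamini-Hochberg method.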

Subsequently, we used barcoded bisulfite amplicon sequencing (BBA-seq) to investigate age-associated DNAm in amplicons of *Prima1*, *Hsf4* and *Kcns1,* which covered 4, 12, and 21 neighboring CpGs, respectively. Overall, DNAm measurements correlated in BBA-seq *versus* pyrosequencing (Supplementary Fig. S2), albeit slightly less than ddPCR *versus* pyrosequencing (Supplementary Fig. S1b). Furthermore, the correlation at individual CpGs with chronological age was slightly lower in BBA-seq as compared to pyrosequencing or ddPCR (Table 1). 

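The 3 CpGs of the 3 CpG model lie at position 48 of the *Prima1* amplicon, position 127 of *Hsf4* and position 33 of *Kcns1*. Their correlations with age were calculated in 5 groups of mice, and the resulting 15 p-values were adjusted together. In the training set (n = 23), R² was 0.777 ± 0.0788 (bootstrap SD) for *Prima1*, 0.868 ± 0.0519 for *Hsf4* and 0.851 ± 0.0375 for *Kcns1*. Pearson's r was -0.882, 0.931 and 0.922, and Spearman's rho was -0.886, 0.906 and 0.936. Each of these correlations had a permutation p of 1e-05, the smallest that the test can give, and an adjusted p of 1.36e-05. Without the 2 mice farthest from the median age, r was -0.879, 0.906 and 0.915. In the 40 validation mice, R² was 0.573 ± 0.0942 for *Prima1*, 0.842 ± 0.0471 for *Hsf4* and 0.845 ± 0.0384 for *Kcns1*, again with the smallest p. Within the 14 mice settled in set 1, R² was 0.733, 0.962 and 0.806 in the same order. Within the 15 mice settled in set 2 it was 0.644, 0.685 and 0.868, and the largest adjusted p of all these correlations was 0.00028. In set 2 the correlation of *Hsf4* moved most when the 2 mice farthest from the median age were left out, from an r of 0.828 to 0.649.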

Either way, the three relevant or neighboring CpGs of the pyrosequencing clock also provided a high correlation with chronological age (Fig. 3a-c). 

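The published coefficients of the 3 CpG model (Supplementary Table S7) were applied to DNAm in percent. In the training set, predicted and chronological age had an R² of 0.926 ± 0.0268 (bootstrap SD, n = 23) and a median error of 4.83 ± 1.45 weeks. In the 40 validation mice, R² was 0.889 ± 0.0323 and the median error was 8.51 ± 1.29 weeks (r = 0.943, rho = 0.958, permutation p = 1e-05 for both, adjusted p = 1.8e-05 for r and 2e-05 for rho over 18 relations). Without the 2 mice farthest from the median age, r was 0.933. The 14 mice settled in validation set 1 gave an R² of 0.967 and a median error of 8.51 weeks, equal to that of all 40 because the same 2 mice are in the middle of both. For the 15 mice settled in set 2, R² was 0.825 and the median error was 10.7 weeks. Among the alternatives, the restriction to set 1 moved R² most. On average the validation mice were predicted 5.14 weeks too young (mean delta -5.14 ± 11.0 weeks, SD). The predicted age was below 0 in 5 validation mice, with a lowest value of -9.95 weeks.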

The BBA-seq measurements of these three CpGs were then used to train a multivariable linear model and the age-predictions correlated well in the validation sets 1 and 2 (n = 21 and 19; R^2^ = 0.95 and 0.91; median error = 6.6 and 10 weeks; Fig. 3d). 

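A lasso refit of the 23 training mice with glmnet was repeated over 100 seeds of the cross-validation in 10 folds. With all 41 CpGs on offer and the lambda of the lowest error in the cross-validation (lambda.min), the refit kept between 7 and 15 CpGs, with a median of 12. The 7 CpGs of the published model (Supplementary Table S8) were the whole selection for 3 of the 100 seeds. With the largest lambda within 1 standard error of that minimum (lambda.1se), the refit kept between 7 and 12 CpGs, with a median of 8, and 34 seeds gave the published selection. At lambda.min, 90 of the 100 seeds included at least 1 of the CpGs inside the *Kcns1* primers.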

Alternatively, we considered all CpGs of the three amplicons to generate a Lasso regression model with tenfold cross-validation that considered 7 CpG sites of the three amplicons. 

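The 7 CpG model with its published coefficients gave an R² of 0.957 ± 0.0181 (bootstrap SD) and a median error of 7.31 ± 1.57 weeks in the 23 training mice. In the 40 validation mice, R² was 0.919 ± 0.0233 and the median error was 5.95 ± 0.709 weeks (r = 0.959, rho = 0.960, permutation p = 1e-05 for both, the smallest that the test can give). Without the 2 mice farthest from the median age, r was 0.957. The mice settled in set 1 gave an R² of 0.961 and a median error of 6.09 weeks, and those settled in set 2 an R² of 0.909 and a median error of 5.77 weeks. The absolute error of each validation mouse was 2.27 ± 7.45 weeks (mean and SD) smaller than with the 3 CpG model (difference -2.27 weeks), and it was smaller in 26 of the 40 mice. This difference was not past the threshold (permutation test, p = 0.0615). It was -5.44 weeks in the 15 mice settled in set 2 (smaller in 13 of 15, p = 0.00036) and -2.61 weeks in the 14 settled in set 1 (p = 0.166). In the training set the absolute error of the lasso model was 0.741 weeks larger (p = 0.567). No prediction of the validation mice was below 0. When lambda.min of a refit at the first seed replaced the published coefficients, R² in the validation mice was 0.846 and the median error 19.1 weeks, the largest change among the alternatives.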

The accuracy of age-predictions with this machine learning based model revealed slightly lower median error for the validation sets (n = 21 and 19; R^2^ = 0.91 and 0.90; median error = 6.1 and 5.9; Fig. 3e). Taken together, BBA-seq provided similar accuracy in epigenetic age-predictions as pyrosequencing and ddPCR.

**Table 1:** Correlation of DNAm and chronological age in different targeted approaches.

	Prima1	Hsf4^a^	Kcns1^a^	Mean R^2^
**Pyrosequencing**				
Training (n = 24)	0.71	0.96	0.84	0.84
Validation1 (n = 19)	0.79	0.96	0.81	0.85
Validation2 (n = 21)	0.69	0.89	0.86	0.81
**ddPCR**				
Training (n = 23)	0.8	0.9	0.81	0.84
Validation1 (n = 19)	0.81	0.94	0.89	0.88
Validation2 (n = 21)	0.66	0.83	0.87	0.79
**BBA-seq**				
Training (n = 23)	0.78	0.87	0.85	0.83
Validation1 (n = 19)	0.78	0.91	0.78	0.82
Validation2 (n = 21)	0.64	0.75	0.85	0.75

^a^CpGs from the amplicons were always selected by the highest Pearson correlation with chronological age, therefore they are not identical in the different sequencing approaches.

**Figure 3:**
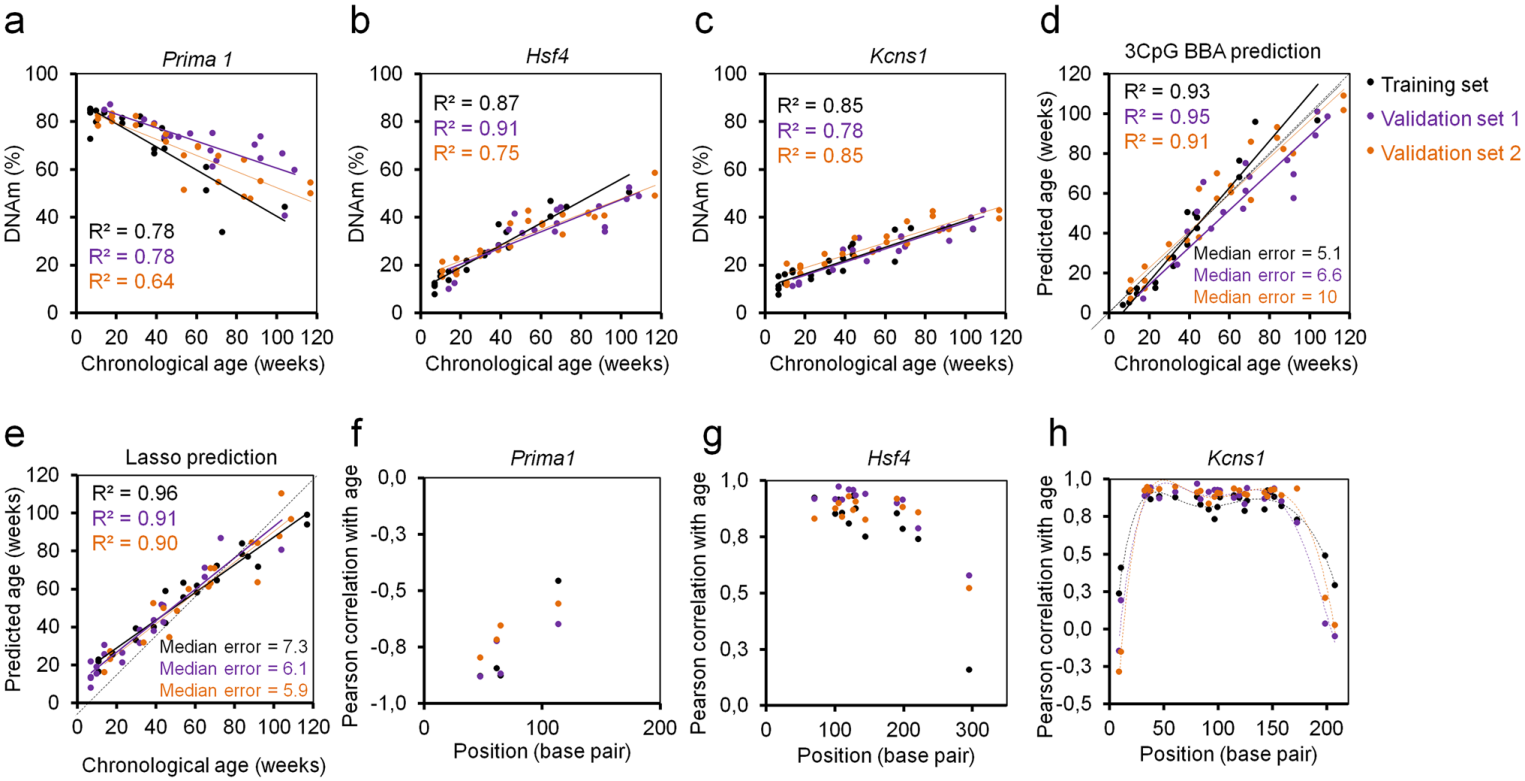
Epigenetic age-prediction by BBA-seq. DNAm levels (%) of three highly age-associated CpGs within three amplicons *Prima1* (**a**), *Hsf4* (**b**) and *Kcns1* (**c**) were determined by barcoded bisulfite amplicon sequencing (BBA-seq). (**d**) Age predictions based on the multivariable linear regression model of three CpGs in the C57BL/6 mice. **(e**) Age predictions with a lasso regression model (7 CpGs in the three age-associated regions), which was trained on the training set of C57BL/6 mice. Coefficients of determination (R^2^) of DNAm *versus* chronological age and median errors (weeks) are indicated. (**f–h**) Pearson’s correlations of age with DNAm levels of CpGs within the amplicons of *Prima1*, *Hsf4*, and *Kcns1* are plotted for the blood samples of the training set (n = 23) and two independent validation sets (n = 21 and 19). The x-axis represents the position of CpGs within the amplicons.

Subsequently, we analyzed how DNAm at neighboring CpGs correlates with chronological age. For each CpG within the BBA-seq amplicons of *Prima1*, *Hsf4* and *Kcns1* we determined the correlation with chronological age in the training and validation sets (Fig. 3f–h). This analysis revealed that not only the individual CpGs of our age predictor are age-associated, but also the CpGs in direct vicinity, which is in line with our recent analysis in humans^21^.

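Of the 41 CpGs, 37 correlated with age in the training set (n = 23, adjusted p under 0.05 by permutation tests of r), with higher DNAm in older mice at 33 and lower DNAm at 4. In the validation mice (n = 40), 37 CpGs also passed, with 33 rising and 4 falling. Within the mice settled in set 1 and in set 2, 37 CpGs passed in each. By Spearman's rho, 38 CpGs passed in the training set and 37 in the validation mice. The 4 CpGs of *Prima1* all fell with age, with r between -0.882 and -0.458 in the training set and between -0.757 and -0.508 in the validation mice. Among the 12 CpGs of *Hsf4*, r in the training set ranged from 0.157 at position 296, the last CpG of the amplicon, to 0.931, and its median was 0.852. The *Hsf4* CpG at position 296 correlated with age in the validation mice (r = 0.598, rho = 0.653, adjusted p = 0.000114). Its DNAm was 90.2 ± 4.40% (SD) in the training set. The 21 *Kcns1* CpGs between the primers all passed in both groups, with a median r of 0.873 in the training set and 0.918 in the validation mice. Of the 4 CpGs inside the *Kcns1* primers, 1 passed in the training set and 0 in the validation mice. Without the 2 training mice farthest from the median age, 36 CpGs passed, all outside the primers. Line A mice (n = 15) had 36 age-associated CpGs. The DBA/2 mice were tested within each age window, where 10 CpGs passed in the 12 young mice and 2 in the 21 old mice. Between the windows, 36 CpGs differed in DBA/2 mice (difference of the means, permutation tests), 32 of them higher and 4 lower in the old mice.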

### Epigenetic age predictions for mice based on individual BBA sequencing reads

In contrast to pyrosequencing or ddPCR, BBA-seq provides individual reads with a binary sequel of either methylated or non-methylated CpGs. Heatmaps of DNAm within individual reads indicated that the methylation at neighboring CpGs occurs rather independent of each other (Fig. 4a and Supplementary Fig. S3a). In fact, Pearson´s correlation of DNAm levels between neighboring CpG sites within the three amplicons revealed only moderate correlation in epigenetic modifications (Fig. 4b and Supplementary Fig. S3b), albeit it was slightly higher than previously observed for BBA-seq data in three human age-associated regions^21^.

**Figure 4:**
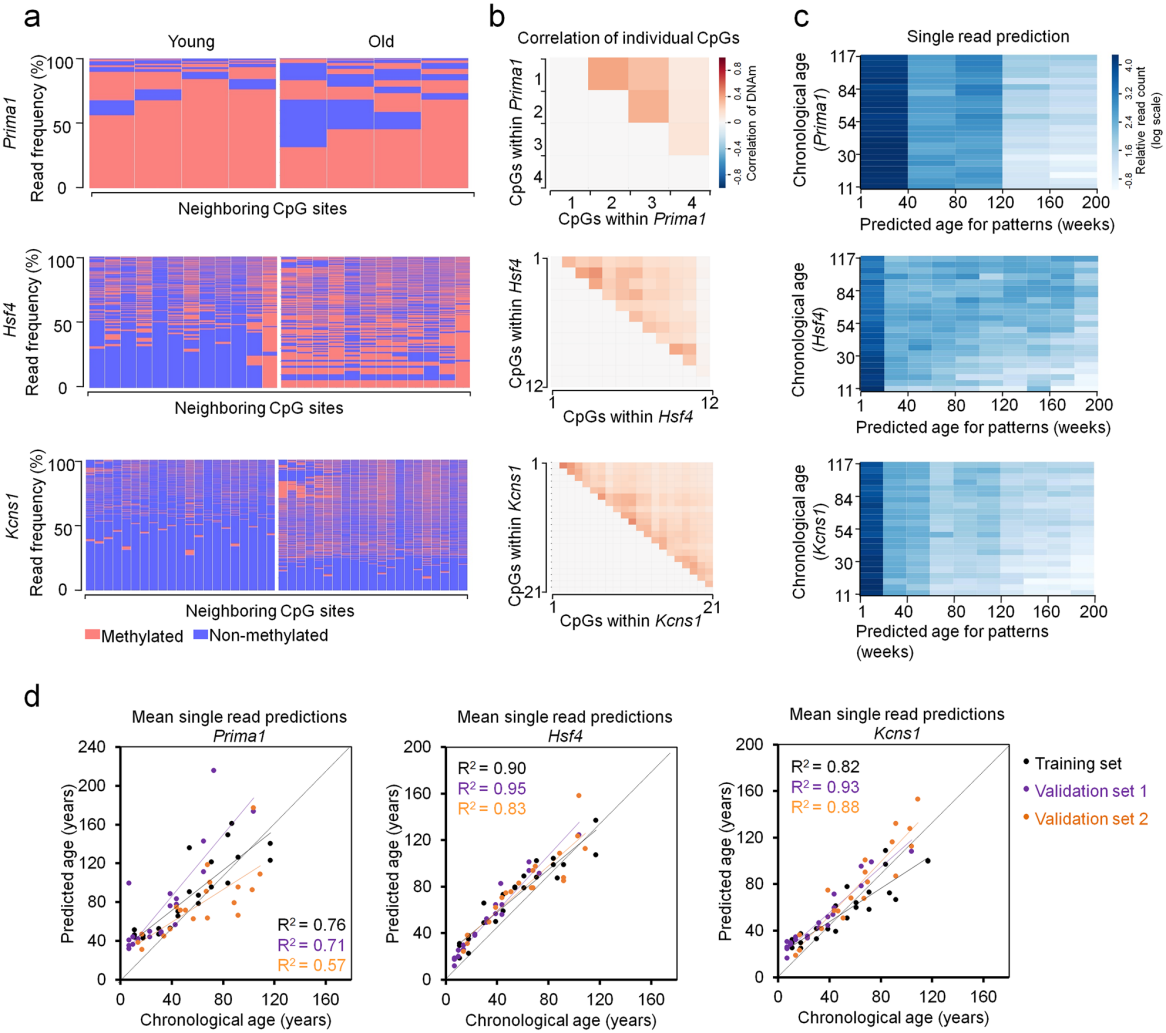
Analysis of age-associated DNAm patterns within individual BBA-seq reads in C57BL/6 mice. (**a**) Frequencies of DNAm patterns in BBA-seq reads (red: methylated; blue: non-methylated) within the amplicons of *Prima1* (4 neighboring CpGs), *Hsf4* (12 neighboring CpGs) and *Kcns1* (21 neighboring CpGs). Samples of one young (11 weeks) and one old C57BL/6 mouse (117 weeks) from the training set are exemplarily depicted. (**b**) Pearson correlation of DNAm among neighboring CpGs within each of the three amplicons in BBA-seq data of the training set. (**c**) Epigenetic ages were estimated for each individual read of the BBA-seq data the training set (n = 23). These single-read predictions were performed for each amplicon based on the binary sequel of methylated and non-methylated CpGs. The heatmaps depict the relative frequency of reads (normalized by the read counts per sample; log scale) that are classified to a specific age category (between 0 and 200 weeks) for each donor in the training set. (**d**) The mean age-predictions based on individual BBA-seq reads of three amplicons were determined for each sample and then plotted against the chronological age of the training (n = 23) and two validation sets (n = 21 and n = 19) of C57BL/6 mice.

For human BBA-seq data we have recently demonstrated that it is possible to estimate the epigenetic age for individual reads, under the assumption that the age-associated modification of DNAm occurs independently at neighboring CpGs. The mean of all individual read-predictions within a sample correlated with the chronological age (Han et al. 2020). Here, we have analyzed if this was also applicable for murine BBA-seq data. For each BBA-seq read of the three amplicons (*Prima1*, *Hsf4* and *Kcns1*) we estimated the epigenetic age based on the binary sequel of methylated and non-methylated CpGs, using the age-associated correlations at individual CpGs of the training set. Individual reads were predicted between 0 and 200 weeks (Fig. 4c and Supplementary Fig. S3c), which might resemble heterogeneity in epigenetic aging within a given sample. Overall, the ‘young’ reads were more frequent in young donors, whereas ‘old’ reads were more frequent in old mice. Notably, the mean of single-read predictions within a sample correlated for all three amplicons with the chronological age of the mice (Fig. 4d). Particularly for the amplicons of *Hsf4* and *Kcns1*, which harbor more neighboring CpGs, the mean of single read-predictions correlated good or even better than the DNAm levels at the individual age-associated CpGs (Table 1). Thus, it is possible to estimate the epigenetic age by the binary sequel of methylated and non-methylated CpGs on individual DNA strands, which might also be used as a surrogate for the heterogeneity of epigenetic age within a sample.

### Genetic background impacts on epigenetic age-predictions of mice

We have previously demonstrated, that epigenetic age-predictions with our 3 CpG pyrosequencing age-predictor are accelerated in DBA/2 mice, as compared to C57BL/6 mice, which may reflect the different life expectancy of these mouse strains (Han et al., 2018). Furthermore, we demonstrated that age-predictions with this predictor were also accelerated in C57BL/6 mice with quantitative trait locus insertion from DBA/2 into the congenic C57BL/6 chromosome 11, which was expected to be associated with the shorter lifespan of DBA/2 (referred to as Line A mice)^18^. We now determined within the same samples whether the epigenetic age-acceleration was also observed in DBA/2 mice (n = 33) and Line A mice (n = 15) using the BBA-seq approach. In fact, the predictions with either the 3 CpG BBA-seq, or the 7 CpG BBA-seq Lasso-regression model, provided very similar results as previously observed for the 3 CpG pyrosequencing clock (Fig. 5a,b).

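Delta-age, the predicted minus the chronological age, was compared between strains within the age windows of the DBA/2 mice, with the published coefficients of both models. With the 3 CpG model, delta-age at 6 to 25 weeks was 21.1 ± 8.25 weeks (SD, n = 12) in DBA/2 mice and -9.30 ± 6.38 weeks (n = 13) in C57BL/6 validation mice, a difference of 30.4 weeks (permutation test, p = 1e-05, the smallest that the test can give). All 12 DBA/2 mice were above the C57BL/6 mean. At 75 to 109 weeks, delta-age was 4.73 ± 19.6 weeks (n = 21) and -15.1 ± 10.5 weeks (n = 7), a difference of 19.8 weeks (exact permutation test, p = 0.0177), with 18 of 21 DBA/2 mice above the C57BL/6 mean. The difference between the 2 windows was 10.6 weeks (p = 0.337 by permutation within windows).

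With the 7 CpG lasso model, delta-age of the young mice was 29.1 ± 6.15 weeks in DBA/2 and 6.91 ± 5.36 weeks in C57BL/6 mice, a difference of 22.2 weeks (permutation p = 1e-05). In the old mice it was -4.49 ± 20.7 and -12.1 ± 11.8 weeks, and the difference of 7.59 weeks was within the spread of either group (exact permutation test, p = 0.369). Under the refit of the lasso this difference was 19.4 weeks (exact permutation test, p = 0.0447). That refit kept 15 CpGs, the most of any of 100 seeds, with CpGs inside the primers among them. Its median error in the validation mice was 19.1 weeks. The other alternatives for the difference of the old mice set before the data were examined gave differences from 5.79 to 15.0 weeks (p-values from 0.0828 to 0.496). The largest of these was in females only, with 11 of 11 old DBA/2 mice above the C57BL/6 mean. With 3 further refits of the lasso, chosen after seeing the data, the difference of the old mice was between 6.54 and 10.6 weeks (p-values from 0.239 to 0.403). The windows differed by 14.6 weeks (permutation within windows, p = 0.135), by 0.805 weeks under the refit (p = 0.945) and by 15.3 weeks with training and validation mice as the reference (p = 0.0550). The DBA/2 mice were collected in Ulm. Against the 8 young C57BL/6 mice settled in set 1, which were also from Ulm, the young DBA/2 mice differed by 29.2 weeks with the 3 CpG model and by 23.6 weeks with the lasso model (exact permutation test, p = 7.94e-06 for both). No old validation mouse was settled in set 1. Figs. 1b and 2a show the age of 104 weeks in both sets. By these figures 1 of the mice of this age (replicates 1 and 23) is from Ulm, but it is not known which. With training and validation mice together as the reference, the old DBA/2 mice differed by 14.7 weeks with the 3 CpG model (permutation p = 0.0300). Against the 4 old training mice alone, which were from Ulm and part of the data that the models were fitted to, they differed by 5.90 weeks with the 3 CpG model and by 4.29 weeks with the lasso model (exact permutation test, p = 0.569 and 0.686), a comparison chosen after seeing the data.

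Line A mice had a delta-age of 17.3 ± 19.4 weeks (SD, n = 15) with the 3 CpG model, against -5.14 ± 11.0 weeks in the 40 C57BL/6 validation mice, a difference of 22.5 weeks (permutation test, p = 2e-05, 13 of 15 Line A mice above the C57BL/6 mean). The lasso model gave 17.5 ± 6.88 and 1.22 ± 9.68 weeks, a difference of 16.3 weeks (p = 1e-05, 15 of 15). Against the 14 mice settled in set 1, the differences were 19.8 weeks (p = 0.00201) and 11.7 weeks (p = 4e-05). Predicted age rose by 1.63 weeks per week in Line A and 0.987 in C57BL/6 mice with the 3 CpG model (Freedman-Lane permutation test of the difference, p = 1e-05), and by 1.1515 and 0.809 with the lasso model (p = 8e-05). Against set 1 alone the slopes differed by 0.270 with the 3 CpG model (p = 0.0149) and by 0.132 with the lasso model (p = 0.108). The paper states that these results were very similar to those of the pyrosequencing clock (Fig. 5a,b).

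**Figure D1:**
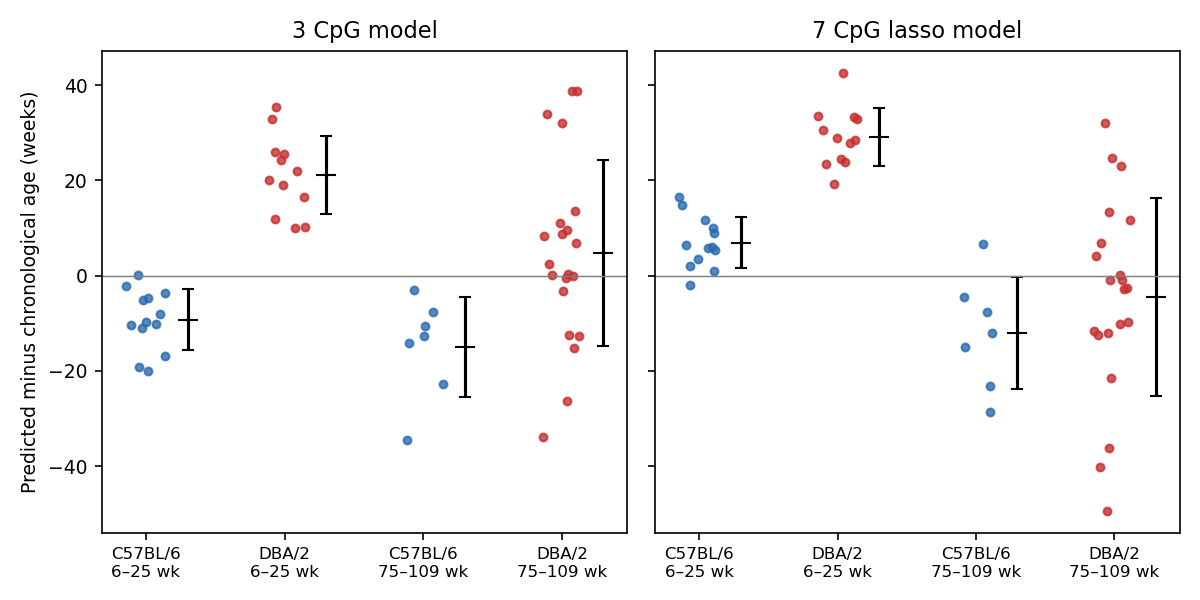
Predicted minus chronological age in weeks (y axis) of C57BL/6 validation mice and DBA/2 mice in both age windows (x axis), for the 3 CpG model (left) and the 7 CpG lasso model (right). Points are single mice and bars give the mean and SD. All 12 young DBA/2 mice are above the mean of the young C57BL/6 mice in both models, and the 21 old DBA/2 mice have SDs of 19.6 and 20.7 weeks.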

**Figure 5:**
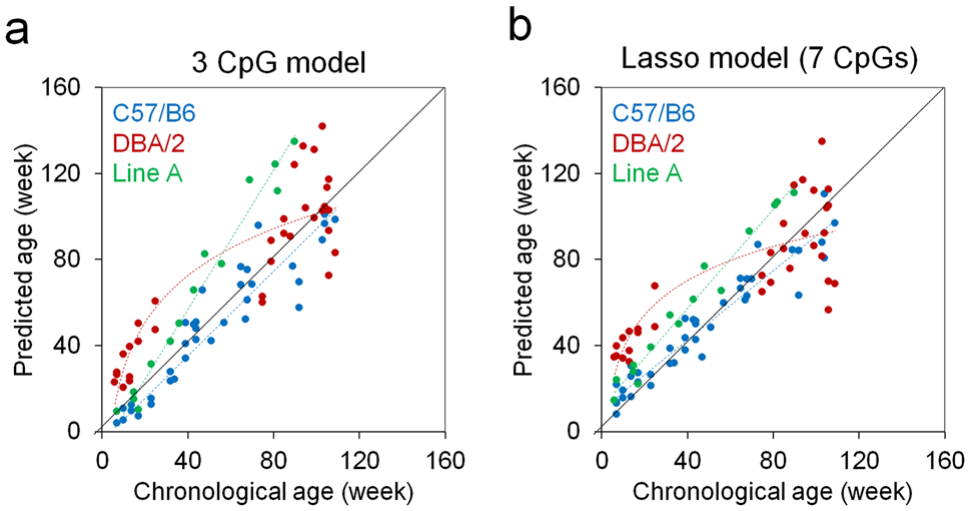
Age-predictions with BBA-seq in mice from different genetic background. DNAm levels were analyzed with BBA-seq in blood samples of 40 C57BL/6 mice of the validation sets, 33 DBA/2 mice, and 15 transgenic C57BL/6 mice with an age-associated region from DBA/2 mice (Line A)^18^. For epigenetic age predictions we either used (**a**) the 3 CpG multivariable model, or (**b**) the lasso regression model based on 7 CpGs of the same three amplicons (*Prima1*, *Hsf4*, *Kcns1)*. As previously described for pyrosequencing, epigenetic age-predictions were logarithmically accelerated in DBA/2 mice^17^, and also accelerated in Line A mice^18^.

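The shape of the DBA/2 predictions was compared by the residual SD around a line on age and around a line on the natural logarithm of age, over all 33 DBA/2 mice. With the 3 CpG model, the residual SD was 16.6 weeks on age and 17.3 weeks on its logarithm. The difference of -0.632 weeks was smaller than its bootstrap SD of 0.957 weeks. With the lasso model, the residual SD was 16.6 weeks on age and 16.7 weeks on its logarithm, a difference of -0.150 weeks with a bootstrap SD of 0.721 weeks. Neither shape was thus distinguishable from the other by its residuals. As 0 DBA/2 mice lay between 25 and 75 weeks, the course between the windows was not observed. Within the windows, predicted age rose by 1.68 weeks per week in the young and 0.892 in the old DBA/2 mice with the 3 CpG model, and by 1.204 and 0.495 with the lasso model. The difference between these slopes was not tested.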

Subsequently, we analyzed the single read patterns of BBA-seq data in DBA/2 and Line A mice. We observed the same random gain or loss of DNAm at neighboring CpGs (Fig. 6a) and a moderate correlation in DNAm at neighboring CpGs (Fig. 6b), as previously observed for C57BL/6 mice. Furthermore, single read predictions within the three amplicons for *Prima1*, *Hsf4* and *Kcns1* (based on the training set of C57BL/6 mice) provided similar heterogeneity and acceleration of age-estimations (Fig. 6c,d). These results indicated that epigenetic aging is generally accelerated within the three age-associated regions in DBA/2 and Line A mice, as compared to C57BL/6 mice.

**Figure 6:**
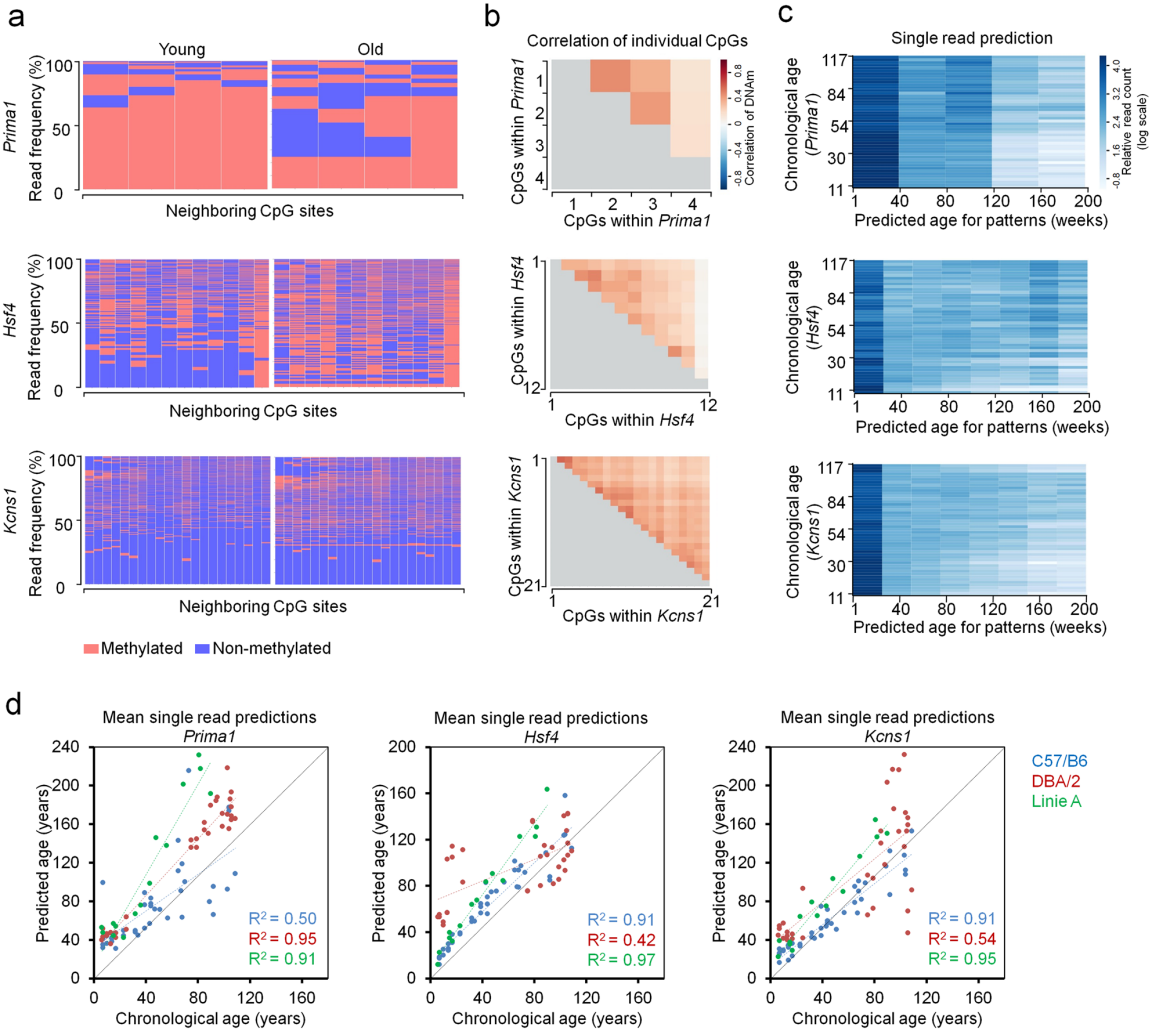
Analysis of age-associated DNAm patterns within individual BBA-seq reads in mice from different genetic background. (**a**) The plots exemplarily display the frequency of DNAm patterns in two DBA/2 mice: one young (7 weeks) and one old DBA/2 mouse(109 weeks). The frequencies of patterns within the amplicons of *Prima1*, *Hsf4* and *Kcns1* were compared, in analogy to Fig. 4a. (**b**) Pearson correlation of DNAm among neighboring CpGs within three amplicons from DBA/2 mice (n = 33). (**c**) Heatmaps of epigenetic age-predictions for individual BBA-seq reads of DBA/2 mice (n = 33). Epigenetic ages were estimated based on the binary sequel of methylated and non-methylated CpGs for three amplicons (read counts were normalized by the read counts per sample and are depicted in log scale). In analogy to Fig. 4c, each read was classified to predicted ages between 0 and 200 weeks. (**d**) The mean of the single read predictions of BBA-seq data was determined for each sample and then plotted against the chronological age of the DBA/2 (n = 33) and line A (n = 15) mice in comparison with validation sets of C57BL/6 mice (n = 40). The linear coefficients of determination (R^2^) of DNAm *versus* chronological age are indicated.

## Discussion

Epigenetic clocks are used as a surrogate marker for the process of biological aging. They are therefore valuable tools to gain insight into effects of aging or rejuvenating interventions^23^. To this end, the murine model system enables much better standardization over the life-time than achievable in humans^24^. The targeted assays for epigenetic clocks are easier applicable than epigenetic clocks that are based on genome wide RRBS or WGBS profiles. A bottleneck for the latter is often a low coverage of reads for specific CpG sites. Particularly pyrosequencing and ddPCR seem to provide more precise measures for DNAm levels at individual CpGs^25^. Furthermore, targeted analysis of DNAm only at specific CpGs is faster, facilitates better standardization of procedures, and it is more cost-effective than genome-wide approaches^12,26^. Thus, the targeted assays may be particularly advantageous for larger intervention studies. On the other hand, the number of CpGs to be implemented into epigenetic clocks provides a tradeoff between accuracy, which is generally increased with more age-associated CpGs, *versus* applicability and costs. This is also reflected by the comparison of the 3 CpG *versus* 15 CpG pyrosequencing models. In this regard, larger signatures that are based on genome wide DNAm profiles may be advantageous.

It is not trivial to directly compare the performance of our targeted epigenetic clocks with the other published predictors for WGBS or RRBS data, since the tissues, age-ranges, and methods vary considerably in these studies^13–15,27^. The previously published RRBS and WGBS clocks revealed high precision in the training sets, which markedly decreased when tested on independent samples. For murine blood samples, the blood clock by Petkovich et al. showed the best performance with MAE (mean absolute error) of 8.6 weeks^27^. 

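The mean absolute error was calculated with the published coefficients of both BBA-seq models. For the 3 CpG model it was 7.04 ± 1.095 weeks (bootstrap SD) in the 23 training mice and 9.72 ± 1.112 weeks in the 40 validation mice. It was 8.70 weeks in the 14 validation mice settled in set 1 and 13.4 weeks in the 15 settled in set 2. For the 7 CpG lasso model it was 7.78 ± 1.28 weeks in the training set, 7.45 ± 0.967 weeks in the validation mice, 6.09 weeks in set 1 and 7.93 weeks in set 2.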

Our targeted approaches provided similar or sometimes even slightly better accuracy, with an MAE ranging from 4.6 to 12 weeks (or median error 4.9 to 10 weeks).

In our previous work, we demonstrated that robust and reliable epigenetic age-predictions can be achieved by pyrosequencing at three CpGs^17^. We anticipated that the very high correlation of a 15 CpG lasso regression model, which was suggested during the review process, might be due to overfitting with the relatively small training set^17^. In the current study, we revisited this model to demonstrate that it indeed provides higher accuracy and precision than the 3 CpG predictor—however, it also necessitates pyrosequencing of two additional amplicons. It therefore depends on the experimental design and resources which of the pyrosequencing clocks is better suited.

Upon bisulfite conversion, there is a difference in the sequence of methylated and non-methylated DNA and this can entail a PCR bias^28^. Such DNAm sensitive PCR bias might be reduced by ddPCR, since it relies on detection of either methylated or non-methylated DNA in individual droplets, rather than the amplification efficiency^29^. So far, ddPCR is particularly applied for detection and quantification of genetic aberrations. Several studies demonstrated that it also enables precise measurements of DNAm levels^20,29,30^, while only few recent studies reported ddPCR assays for epigenetic clocks in humans^21,31^. A major challenge for the establishment of such assays is the design of reliable and specific primers and probes for the bisulfite converted DNA sequences. In this study, we describe a 3 CpG ddPCR assay, that facilitates similar accuracy in age-predictions as the previously described 3 CpG pyrosequencing assay.

Next generation sequencing platforms enable targeted DNAm analysis in a barcoded manner for multiple samples in parallel^21,32^. In this study, we describe that BBA-seq of only three age-associated regions facilitates also reliable epigenetic age-predictions for murine blood samples. Advantages of this approach are the very high coverage and the relatively long target regions (up to 500 base pairs), which may cover more neighboring CpGs than pyrosequencing or ddPCR^22^. 

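The course of r along the amplicons was described by a quadratic fit of the training set's r on the position of the CpG, for the amplicons with more than 4 CpGs. The p-value is from permuting r over positions, so that it refers to CpGs, which are not independent replicates. For the 12 CpGs of *Hsf4* the quadratic coefficient was -0.225 per squared 100 bases (permutation p = 0.156), and it was -0.0307 (p = 0.872) without the CpG at each end. In the validation mice it was -0.131 (p = 0.0541). For the 25 CpGs of *Kcns1* it was -0.475 (permutation p = 7e-05), and -0.943 (p = 2e-05) in the validation mice. The r of *Kcns1* was 0.233 at position 9 and 0.289 at position 208, the first and last CpG, and 0.922 at position 146, where it was highest. The CpGs at positions 9, 11, 199 and 208 lie inside the primers and had a mean DNAm of 51.1, 54.3, 55.2 and 53.3% over all 111 mice. Over the 21 CpGs between the primers, r lay between 0.728 and 0.922, and the quadratic coefficient was 0.0392 (p = 0.610). In the validation mice r lay between 0.846 and 0.945 over these CpGs, with a coefficient of -0.0149 (p = 0.686). The fit between the primers was chosen after seeing the data. From the course of these correlations in both amplicons, the paper concludes that the age-association follows a bell-shaped curve at neighboring CpGs.

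**Figure D2:**
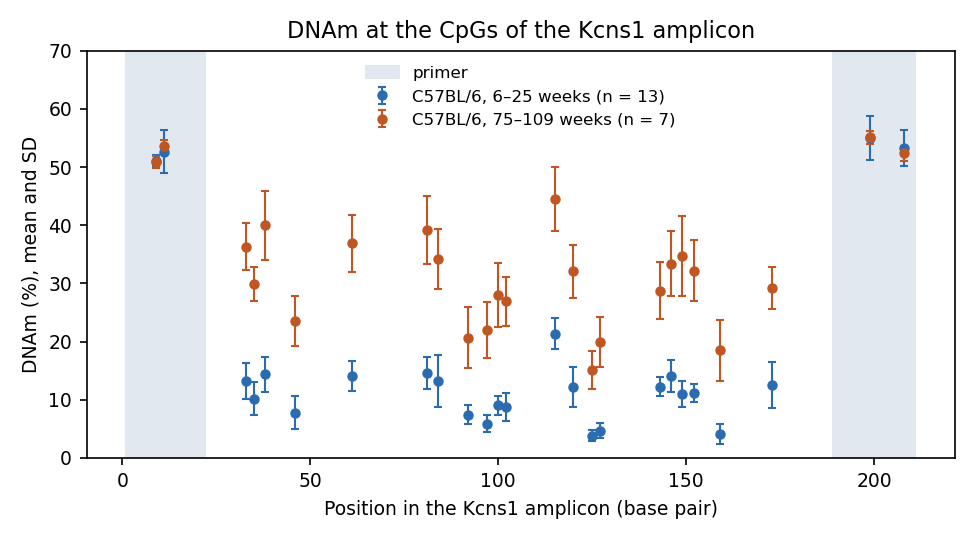
DNAm in percent (y axis, mean and SD) at each CpG of the *Kcns1* amplicon by position in base pairs (x axis), in 13 young and 7 old C57BL/6 validation mice, with the primers shaded. The 4 CpGs inside the primers lie between 50.8 and 55.1% in both age windows, while the CpG at position 33 rises from 13.2 to 36.3%.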

Our results confirmed that the correlation of chronological age with DNAm levels follows a bell-shaped curve at neighboring CpGs within about 200 to 400 bases of BBA-seq amplicons^21^ – this was particularly observed in amplicons of *Hsf4* and *Kcns1* that comprised more neighboring CpGs. On the other hand, within individual BBA-seq reads there was only a moderate correlation of DNAm at neighboring CpGs. This is further substantiated by the mean single read predictions which clearly correlate with chronological age. Thus, our results support the notion that age-associated genomic regions favor a stochastic accumulation of DNAm changes, which may be attributed to other epigenetic modifications or higher chromatin order. If age-associated DNAm was directly mediated by epigenetic writers, such as DNMTs or TETs, it might be anticipated that neighboring CpGs are rather coherently modified. The functional relevance of these age-associated DNAm changes remains unclear. Altered promoter methylation with aging was found to be generally un-related to altered gene expression, also in mice^33^. There is evidence, that the epigenetic drift by stochastic DNAm changes in promoters results in degradation of coherent transcriptional networks during aging^34^. In the future, it will be important to better understand and validate how heterogeneity in single BBA-seq read predictions reflects heterogeneity of epigenetic aging within a sample. To this end, it will be interesting to further investigate single-cell DNAm profiles, longer reads that cover multiple age-associated domains (e.g. by nanopore sequencing), or analysis of single-cell derived clones. In the future, nanopore sequencing may provide a more powerful method for epigenetic age analysis, since it provides very long reads and does not rely on bisulfite conversion. However, so far the precision of DNAm detection in nanopore sequencing is still relatively low^35,36^.

Various epigenetic clocks for mice were demonstrated to reflect aspects of biological aging, rather than only chronological aging^27^. It is still not unequivocally proven if specific epigenetic clocks capture such aspects of biological aging better, or if they may rather be influenced by the cellular composition or by direct association of DNAm at individual CpGs with specific diseases. We have recently demonstrated that inhibition of Cdc42 activity extends lifespan in C57BL/6 mice, and this is also reflected by younger age-predictions with our 3 CpG pyrosequencing signature^19^. In this study, we validated that the shorter-lived DBA/2 mice and the Line A mice have also accelerated epigenetic aging in BBA-seq data – in the conventional epigenetic predictors based on DNAm levels as well as in the single-read BBA-seq predictions for all three amplicons. Thus, our 3 CpG signature clearly captures aspects of biological aging in mice. Furthermore, the accelerated epigenetic aging in DBA/2 and Line A mice cannot be attribute to deviations at individual CpGs, but rather affects the entire age-associated region.

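DNAm of each CpG was compared between strains with limma, with age as covariate and Benjamini-Hochberg adjustment over the 41 CpGs. In young DBA/2 mice (n = 12, against 13 C57BL/6 validation mice), 31 CpGs had an adjusted p under 0.05, all with higher DNAm. They were the 12 CpGs of *Hsf4*, with shifts between 2.85 and 23.4 percentage points, and 19 of the 25 CpGs of *Kcns1*. The median shift was 15.5 points for *Hsf4*, 3.95 points for *Kcns1* and -0.0653 points for the 4 CpGs of *Prima1*, of which 0 passed. In old DBA/2 mice (n = 21, against 7), 3 CpGs passed, all of them in *Prima1* and with lower DNAm. The median shift was -13.4 points for *Prima1*, -1.995 points for *Hsf4* and 5.20 points for *Kcns1*. In Line A mice (n = 15, against 40), 33 CpGs passed, namely 8 of *Hsf4* and 21 of *Kcns1* with higher DNAm and the 4 of *Prima1* with lower DNAm. Against the 14 mice settled in set 1, 20 CpGs passed in Line A, all with higher DNAm.

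At the CpGs of the 3 CpG model, the shift in young DBA/2 mice was -1.70 points for *Prima1* (standard error 1.3505, adjusted p = 0.256 by limma), 18.8 points for *Hsf4* (standard error 2.09, adjusted p = 1.26e-08) and 5.93 points for *Kcns1* (standard error 1.30, adjusted p = 0.000259). In old DBA/2 mice it was -16.0 points for *Prima1* (adjusted p = 0.000212 by limma), 2.76 points for *Hsf4* (adjusted p = 0.541) and 5.49 points for *Kcns1* (adjusted p = 0.478). In Line A mice it was -12.7, 6.81 and 5.96 points, with adjusted p-values of 5.62e-05, 0.000360 and 1.40e-05. Against the mice settled in set 1, the shift of *Prima1* in Line A was -4.49 points (adjusted p = 0.134 by limma). The paper states that the acceleration concerns the whole age-associated region and not individual CpGs. It does so after reporting predictions of both models and of single reads, of which the single reads were not analysed here.

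**Figure D3:**
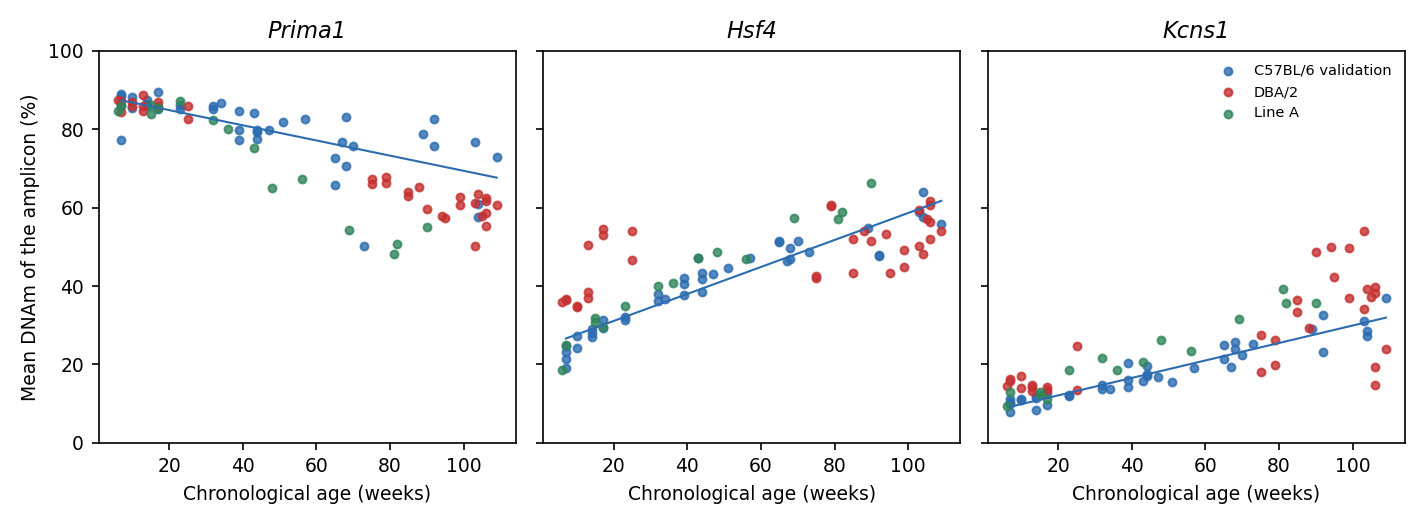
Mean DNAm in percent (y axis) over the CpGs of each amplicon, without the *Kcns1* CpGs inside the primers, against chronological age in weeks (x axis) in C57BL/6 validation, DBA/2 and Line A mice. Each point is a mouse and the line is the linear fit of the 40 C57BL/6 validation mice. At *Hsf4*, the young DBA/2 mice average 42.7% against 26.8% in young C57BL/6 mice, and at *Prima1* 86.0% against 86.2%.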

Taken together, we further developed and compared targeted epigenetic clocks for mice with pyrosequencing, ddPCR, or BBA-seq. All three methods provided reliable age-predictions with similar accuracy as previously described for RRBS and WGBS clocks. It is difficult to project exact costs and working time of the different methods, because this may vary significantly between local providers and available infrastructure. Furthermore, it depends on the number of samples to be processed in parallel. For orientation, an estimate for costs and time is provided in Supplementary Table S1. For DNAm levels at individual CpGs the measurements with pyrosequencing and ddPCR seemed to correlate slightly better with chronological age than BBA-seq results. On the other hand, the longer reads of BBA-seq gives better insight into neighboring CpGs and facilitates even single-read predictions that may reveal heterogeneity in epigenetic aging within a sample – depending on the availability of instruments and the experimental design all of these methods may now be considered for targeted epigenetic clocks in mice.

## Methods

### Mouse strains and blood collection

Blood specimens of C57BL/6J mice of the training set (n = 24) and of the validation set 1 (n = 21), DBA/2J mice (n = 33), and Line A mice (n = 15) were obtained by submandibular bleeding (100–200 μl) of living mice or postmortem from the vena cava at the University of Ulm. One sample from the training set was excluded in the subsequent ddPCR and BBA-seq analysis due to the lack of bisulfite converted DNA. C57BL/6J samples of the validation set 2 (n = 19) were collected at the University of Groningen from the cheek. All mice were fed by ad libitum, and housed under pathogen-free conditions. All experimental protocols were approved by the Institutional Animal Care of the Ulm University as well as by Regierungspräsidium Tübingen and with the Institutional Animal Care and Use Committee of the University of Groningen (IACUC-RUG), respectively. All methods were carried out in accordance with relevant guidelines and regulations.

### Genomic DNA isolation and bisulfite conversion

Genomic DNA from 50 µl murine blood was isolated by the QIAamp DNA Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. DNA was quantified by Nanodrop 2000 Spectrophotometers (Thermo Scientific, Wilmington, USA). 200 ng of extracted genomic DNA was subsequently bisulfite-converted with the EZ DNA Methylation Kit (Zymo Research, Irvine, USA).

### Pyrosequencing

Bisulfite converted DNA was initially subjected to PCR amplification. Primers were purchased at Metabion and the sequences are provided in Supplementary Table S2, as described before^17^. 20 µl PCR products were subsequently immobilized to 5 µl Streptavidin Sepharose High Performance Bead (GE Healthcare, Piscataway, NJ, USA), and were finally annealed to 1 µl sequencing primer (5 μM) for 2 min at 80 °C. Amplicons were sequenced using PyroMark Gold Q96 Reagents (Qiagen) on PyroMark Q96 ID System (Qiagen, Hilden, Germany) and analyzed with PyroMark Q CpG software (Qiagen). The relevant sequences are depicted for the five relevant genomic regions in Supplementary Fig. S4. The 15 CpG model for pyrosequencing data, which was trained by lasso regression with the lambda parameter chosen by cross-fold validation, has been described before^17^ and is provided in Supplementary Table S3.

### Droplet digital PCR (ddPCR)

DNA methylation analysis by ddPCR was performed with a QX200 Droplet Digital PCR System (Bio-Rad, CA, USA). We used dual-labeled TaqMan hydrolysis probes which recognize either methylated or non-methylated target CpG site. All the primers and probes were designed by Primer3Plus software (Supplementary Table S4). Each 20 μl reaction mixture consisted of 10 μl of 2X ddPCR Supermix (No dUTP; Bio-Rad), 1 μM of the forward and reverse primers, 250 nM of the dual probes, and 25 ng of bisulfite converted DNA. The mixture and 70 μl of droplet generation oil was then subjected into QX200 Droplet Generator (Bio-Rad). 40 μl of the generated droplets were transferred to the ddPCR 96 well plate (Bio-Rad). The plate was heat sealed with the PX1 PCR Plate Sealer (Bio-Rad) and subsequently placed in the C1000 Touch Thermal Cycler (Bio-Rad) for PCR runs as follows: 95 °C for 10 min, 40 cycles of 94 °C for 30 s and 1 min (2.5 °C/s ramp rate) at 55 °C (*Prima1, Kcns1*) or 58 °C (*Hsf4*), followed by 10 min enzyme deactivation step at 98 °C and a final hold at 4 °C. The PCR plate was read on the QX200 droplet reader (Bio-Rad) and data were analyzed by QuantaSoft 1.7.4 software (Bio-Rad). The percentage methylation of each reaction was determined by Poisson statistics according to the fraction of positive droplets for methylated and non-methylated probes. The multivariable regression model for ddPCR is provided in Supplementary Table S5.

### Barcoded bisulfite amplicon sequencing (BBA-seq)

Target sequences (Supplementary Fig. S5) for *Prima1*, *Hsf4* and *Kcns1* were amplified by PyroMark PCR kit (Qiagen) using forward and reverse primers containing handle sequences for the subsequent barcoding step (Supplementary Table S6). PCR was run under the following conditions: 95 °C for 15 min; 40 cycles of 94 °C for 30 s, 60 °C for 30 s, 72 °C for 30 s; and final elongation 72 °C for 10 min. The three amplicons of each donor were pooled at equal concentrations under the quantification of Qubit (Invitrogen), and cleaned up with paramagnetic beads from Agencourt AMPure XP PCR Purification system (Beckman Coulter). 4 μl of pooled products were subsequently added to 21 μl PyroMark Master Mix (Qiagen) containing 10 pmol of barcoded primers (adapted from NEXTflex 16S V1-V3 Amplicon Seq Kit, Bioo Scientific, Austin, USA) for a second amplification (95 °C for 15 min; 16 cycles of 95 °C for 30 s, 60 °C for 30 s, 72 °C for 30 s; final elongation 72 °C for 10 min). PCR products were again quantified by Qubit (Invitrogen), equimolarly pooled, and cleaned up by Select-a-Size DNA Clean & Concentrator Kit (Zymo Research, USA). 10 pM DNA library was prepared following the Denature and Dilute Libraries Guide of Illumina MiSeq System with 15% PhiX spike-in control (Illumina, CA, USA) and eventually subjected to 250 bp pair-end sequencing on a MiSeq lane (Illumina, CA, USA) using Miseq reagent V2 Nano kit (Illumina). We utilized the Bismark tool^37^ to determine the DNAm levels for each CpG based on BBA-seq data. The average number of BBA-seq reads per genomic region and sample was approximately 2,000. Multivariable regression models for epigenetic age predictions were generated based on three CpGs that revealed highest correlation with chronological age per amplicon (Supplementary Table S7). 

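A linear regression of age on DNAm in percent at the same 3 CpGs was refit on the 23 training mice. Its intercept was 11.9 and its coefficients were -0.525 for *Prima1*, 1.08 for *Hsf4* and 1.53 for *Kcns1*. In the training set the CpG with the highest absolute r was the model's CpG for *Prima1* and for *Hsf4*. For *Kcns1* it was the CpG at position 146 (r = 0.922378), and the model's CpG at position 33 was next (r = 0.922238) among the 25 CpGs.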

Alternatively, we used a penalized regression model from the R package glmnet on the training dataset to establish a predictor with machine learning (Supplementary Table S8). The alpha parameter of glmnet was set to 1 (lasso regression) and the lambda parameter was chosen by cross-fold validation of the training dataset (tenfold cross validation).

### Epigenetic age predictions for individual BBA-seq reads

As previously described, we developed an algorithm to estimate epigenetic age based on the binary sequel of methylated and non-methylated CpGs within individual reads of BBA-seq data^21^. In brief, according to the age-associated correlations at individual CpG of the BBA-seq training set, each DNAm pattern with binary sequel of methylation and unmethylation was assigned to their most representative corresponding age (0 to 200 weeks). For each donor, we calculated the mean of strand-specific age-predictions weighted by read counts as final epigenetic age predictions. Further details on the rational and derivation of the mathematical model are provided in our previous work^21^.

### Statistics and reproducibility

The methylation level were calculated by PyroMark Q CpG software (Qiagen) for pyrosequencing data or by Bismark tool^37^ for BBA-seq data. The percentage methylation of each ddPCR reaction was determined by Poisson statistics according to the fraction of positive droplets for methylated and non-methylated probes on QuantaSoft 1.7.4 software (Bio-Rad). Machine learning age prediction models were carried out by the R package glmnet on the training dataset.

## Supplementary Information

Supplementary Information.

## Data Availability

The BBA-seq data that support the findings of the present study are accessible at NCBI NIH Gene Expression Omnibus (GEO) under the accession number GSE156193.

# Supplementary material for: Targeted methods for epigenetic age predictions in mice
**Source:** Sci Rep. 2020 Dec 31;10:22439. doi: 10.1038/s41598-020-79509-2
**Supplement:** Supplementary file 1 — Supplementary Information.

## Supplementary Material

# Targeted methods for epigenetic age predictions in mice

Yang Han, Miloš Nikolić, Michael Gobs, Julia Franzen, Gerald de Haan, Hartmut Geiger, and Wolfgang Wagner

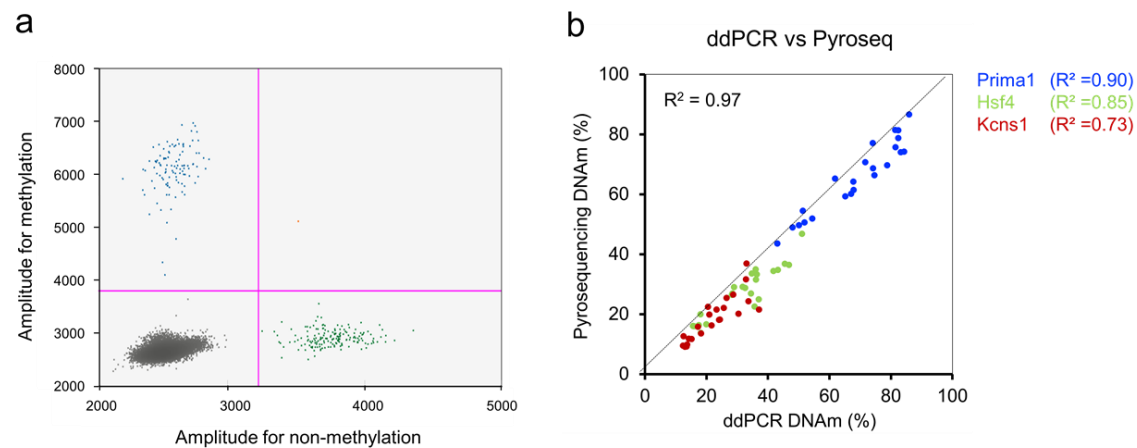

## Supplementary Fig. 1. Comparative analysis of age-associated DNAm by ddPCR and Pyrosequencing.

**a)** This plot exemplarily depicts ddPCR results of DNAm in *Prima1* (Blue: positive droplets for methylated; Green: positive droplets for unmethylated; Orange: double positive droplets; Grey: negative droplets). **b)** DNAm analysis at three age-associated regions were compared in 23 samples with ddPCR and pyrosequencing. Overall, the DNAm levels correlated very good between the two methods.

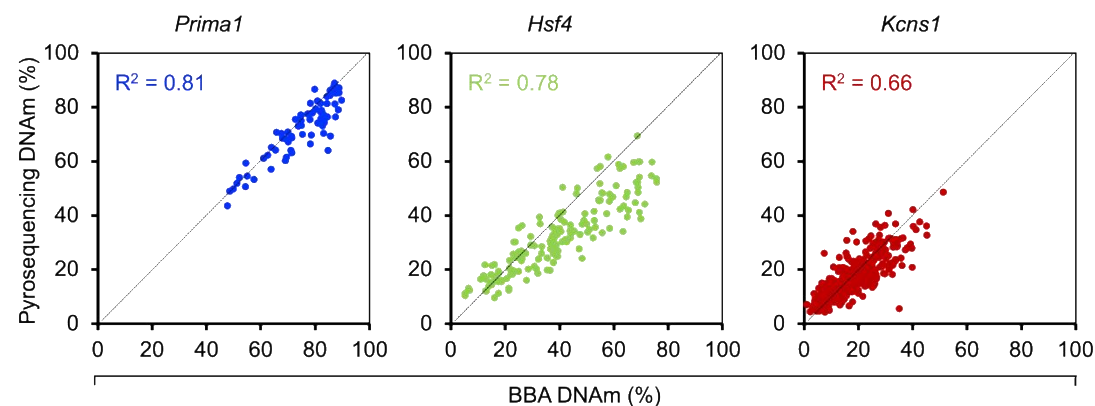

## Supplementary Fig. 2. Comparison of DNAm levels in pyrosequencing and BBA-seq.

The DNAm levels at the three age-associated genomic regions were compared in 23 blood samples with barcoded bisulfite amplicon sequencing (BBA-seq) and pyrosequencing. All CpGs that were covered by both types of measurements were included into the comparison.

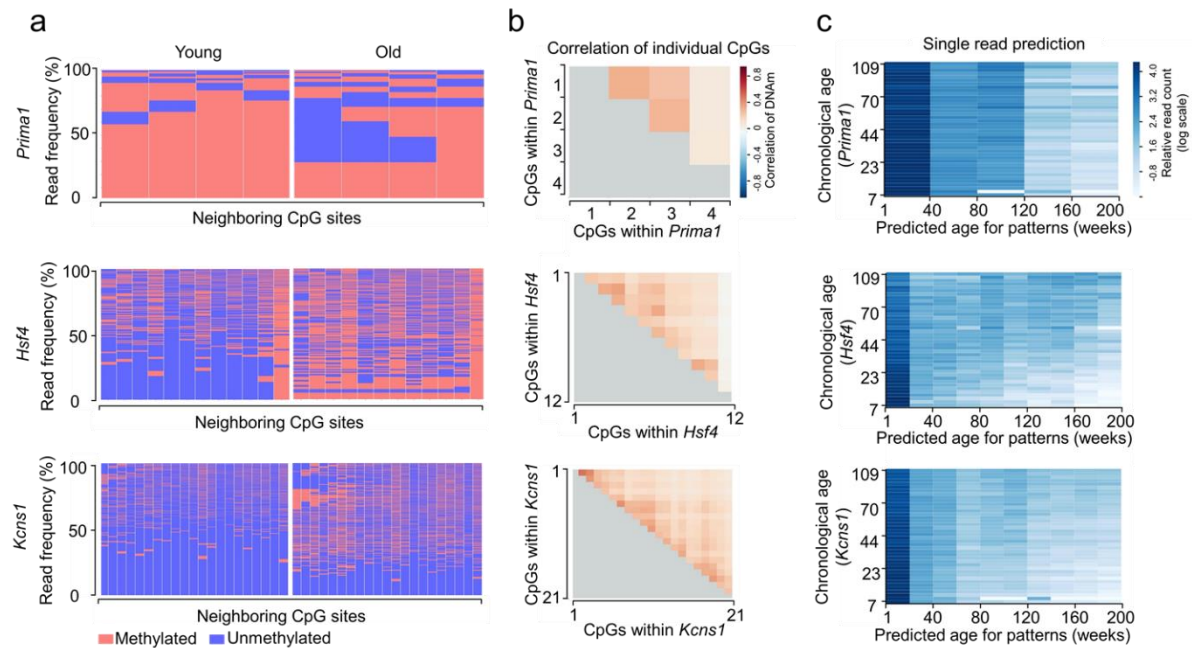

**Supplementary Fig. 3. Analysis of age-associated DNAm patterns within individual BBA-seq reads in C57BL/6 mice of the validation sets.**

**a)** Heatmaps display the frequency of DNAm patterns within *Prima1*, *Hsf4* and *Kcns1* amplicons from BBA-seq data. One young (7 weeks) and one old (109 weeks) C57BL/6 mouse samples from BBA-seq validation sets were compared. **b)** Pearson correlation of DNAm among neighboring CpGs within three amplicons from BBA-seq validation sets. **c)** According to single BBA-seq read prediction of the training set, epigenetic ages were estimated based on the binary sequel of methylated and non-methylated CpGs for three amplicons separately. Each plot classified relative read count of each donor in the two validation sets for predicted ages between 0 and 200 weeks (Relative read count was normalized by logarithmic scale of read count per sample).

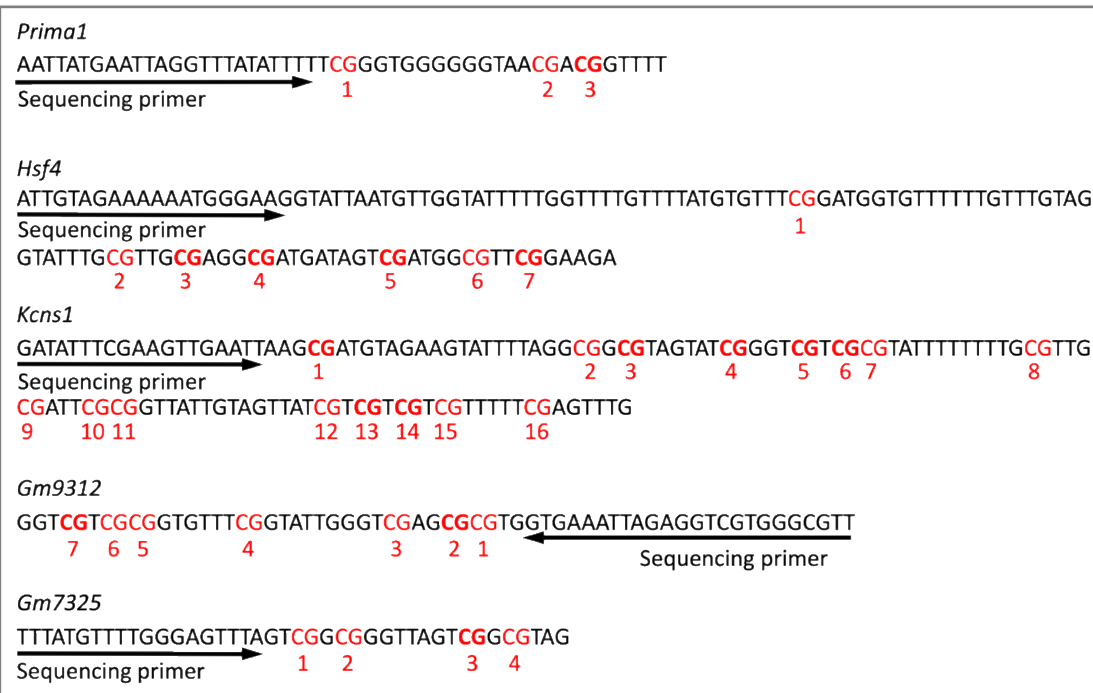

#### Supplementary Fig. 4. Targeted sequences of pyrosequencing assays.

Sequences for the five genomic regions (after bisulfite conversion). The CpG sites are depicted in red and numbered consecutively by their dispensation order. The relevant 15 CpGs selected by the machine learning model are highlighted in bold.

##### 1. *Prima1* (chr12:103,214,592-103,214,742)

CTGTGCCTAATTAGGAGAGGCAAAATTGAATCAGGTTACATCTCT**CG**GGTGGGGGGCAAC**CGA****CG**GCTTTTCTGGGTGAGGAAAAGATCACAG  
48  
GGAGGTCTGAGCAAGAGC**CG**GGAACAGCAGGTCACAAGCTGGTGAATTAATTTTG  
65

##### 2. *Hsf4* (chr8:105,270,895-105,271,241)

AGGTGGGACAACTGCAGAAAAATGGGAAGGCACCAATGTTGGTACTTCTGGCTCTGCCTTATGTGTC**CG**GATGGTGCCTCCTGCCTGCAGGTA  
71  
CCTG**CG**CTG**CG**AGG**CG**ATGACAGT**CG**ATGG**CGT****CG**GAAAGACCTGAGC**CG**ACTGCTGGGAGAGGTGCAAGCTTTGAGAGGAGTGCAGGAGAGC  
127  
AC**CG**GAGGCA**CG**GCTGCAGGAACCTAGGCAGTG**CG**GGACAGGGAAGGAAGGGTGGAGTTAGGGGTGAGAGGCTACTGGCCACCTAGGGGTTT  
191  
TGGGCAGCTCCTT**CG**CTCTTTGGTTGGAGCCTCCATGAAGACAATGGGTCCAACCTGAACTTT

##### 3. *Kcns1* (chr2:164,168,030-164,168,240)

AGAAGTTG**CGCG**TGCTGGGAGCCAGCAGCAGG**CGCGA****CG**ACACCT**CG**AAGCTGAACCAAG**CG**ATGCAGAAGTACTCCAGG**CGG****CG**CAGCAC**CG**  
33  
GGT**CGT****CGCG**CACCTCCTCTG**CG**CTG**CG**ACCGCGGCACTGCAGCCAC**CGCGG****CGCG**CCTCC**CG**AGCTTGTTACT**CGG**CAGGCTGTGGATG  
115 120 149  
CACATGGCAG**CG**ATGGAGG**CG**AG

#### Supplementary Fig. 5. Targeted sequences for BBA-seq.

Sequences for three genomic regions that were analyzed by BBA-seq are depicted and all CpG sites are highlighted in red. The age-related CpGs selected by machine learning approach are highlighted in bold and by their ordering number in the sequences (underlined CpG were used in the multivariable linear model).

**Supplemental Table 1. Advantages and limitations of different targeted approaches.**

|                                                           | <b>Pyrosequencing</b>              | <b>ddPCR</b>                     | <b>BBA-seq</b>                   |
|-----------------------------------------------------------|------------------------------------|----------------------------------|----------------------------------|
| Consumables per sample (including bisulfite conversion) * | ~ 25 €                             | ~ 20 €                           | ~ 40 € ***                       |
| Working time **                                           | 10 h                               | 10 h                             | 14 h                             |
| Time until results                                        | 2-3 days                           | 2-3 days                         | 5-7 days                         |
| Preferred DNA amount for bisulfite conversion             | 200 - 500 ng                       | 200 - 500 ng                     | 200 - 500 ng                     |
| Minimum input quantity of converted DNA                   | 30 - 60 ng (10-20 ng per reaction) | 30-60 ng (10-20 ng per reaction) | 30-60 ng (10-20 ng per reaction) |
| Requirement of bioinformatic skills                       | low                                | low                              | high                             |
| Maximum read length                                       | ~ 100 bp                           | 1 CpG                            | ~ 500 bp                         |

\* Please note that the costs for consumables may vary considerably between suppliers, country, and institutional arrangements. The projected costs are only for orientation.

\*\* The working time needs to be taken into account for cost calculation. However, this is largely dependent on the number of samples that can be processed in parallel.

\*\*\* Particularly for BBA-seq the costs for consumables are also dependent on the number of samples that can be analyzed on the same sequencing lane. They may decrease significantly with higher sample numbers.

**Supplementary Table 2. Primers for pyrosequencing assays.**

| Primer               | Sequence                                         |
|----------------------|--------------------------------------------------|
| <b><i>Prima1</i></b> |                                                  |
| Forward              | 5'-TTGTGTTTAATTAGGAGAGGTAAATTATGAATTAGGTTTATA-3' |
| Reverse              | 5'-Biotin-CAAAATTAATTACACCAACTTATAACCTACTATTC-3' |
| Sequencing           | 5'-AATTATGAATTAGGTTTATATTT-3'                    |
| <b><i>Hsf4</i></b>   |                                                  |
| Forward              | 5'-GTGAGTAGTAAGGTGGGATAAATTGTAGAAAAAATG-3'       |
| Reverse              | 5'-Biotin-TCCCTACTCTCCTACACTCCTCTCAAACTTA-3'     |
| Sequencing           | 5'-ATTGTAGAAAAAATGGGAA-3'                        |
| <b><i>Kcns1</i></b>  |                                                  |
| Forward              | 5'-GGTTGAGAGGGTGGTAGAAGAAGTTG-3'                 |
| Reverse              | 5'-Biotin-ACTCCCCTCCATCCCTACCATATACATCCA-3'      |
| Sequencing           | 5'-GAAGATATTTAGAAGTTGAATT-3'                     |
| <b><i>Gm9312</i></b> |                                                  |
| Forward              | 5'-Biotin-TTGTTTTGGGGTATTAGAAATTTTTTT-3'         |
| Reverse              | 5'-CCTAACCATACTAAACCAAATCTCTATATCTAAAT-3'        |
| Sequencing           | 5'-AACCCCCACACCTCTAATTTTAC-3'                    |
| <b><i>Gm7325</i></b> |                                                  |
| Forward              | 5'-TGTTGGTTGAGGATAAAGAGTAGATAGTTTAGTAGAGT-3'     |
| Reverse              | 5'-Biotin-TTCCCTTTACAAATACAAATCCTACCATA-3'       |
| Sequencing           | 5'-TTTATGTTTTGGGAGTTTA-3'                        |

**Supplementary Table 3. Machine learning model based on 15 CpGs (Pyrosequencing)**

| Gene name     | Chromosome | CpG# | Position  | R <sup>2</sup> | Coefficients |
|---------------|------------|------|-----------|----------------|--------------|
| (Intercept)   |            |      |           |                | -1.62345     |
| <i>Prima1</i> | chr12      | 3    | 103214656 | 0.62           | -0.29869     |
| <i>Hsf4</i>   | chr8       | 3    | 105271000 | 0.95           | 1.254757     |
| <i>Hsf4</i>   | chr8       | 4    | 105271006 | 0.91           | 0.327821     |
| <i>Hsf4</i>   | chr8       | 5    | 105271015 | 0.90           | 0.467297     |
| <i>Hsf4</i>   | chr8       | 7    | 105271025 | 0.81           | 0.001369     |
| <i>Kcns1</i>  | chr2       | 1    | 164168088 | 0.81           | 0.170725     |
| <i>Kcns1</i>  | chr2       | 3    | 164168113 | 0.84           | 0.089469     |
| <i>Kcns1</i>  | chr2       | 4    | 164168121 | 0.74           | 0.320572     |
| <i>Kcns1</i>  | chr2       | 5    | 164168126 | 0.73           | 0.343513     |
| <i>Kcns1</i>  | chr2       | 6    | 164168129 | 0.79           | 0.05701      |
| <i>Kcns1</i>  | chr2       | 13   | 164168175 | 0.82           | 0.326642     |
| <i>Kcns1</i>  | chr2       | 14   | 164168178 | 0.81           | 0.307202     |
| <i>Gm9312</i> | chr12      | 2    | 24252014  | 0.47           | 0.055652     |
| <i>Gm9312</i> | chr12      | 7    | 24252050  | 0.25           | 0.434457     |
| <i>Gm7325</i> | chr17      | 3    | 45601568  | 0.37           | -0.13861     |

This model was trained with a machine learning approach (linear model with L1 regularization; lambda = 1.570242), as described before (Han et al., 2018). CpG# indicates the relevant age-related CpGs of the amplicon, as also depicted in Supplementary Fig. 4.

**Supplementary Table 4. Primers for ddPCR assays.**

| Primer               | Sequence                                                                                                                |
|----------------------|-------------------------------------------------------------------------------------------------------------------------|
| <b><i>Prima1</i></b> |                                                                                                                         |
| Forward              | 5'- GGAGAGGTAAATTATGAATTAGG -3'                                                                                         |
| Reverse              | 5'- ACTCTTACTCAAACCTCCCT -3'                                                                                            |
| Probe                | 6-Fam - TATATTTTTCGGGTGGGGG -BHQ-1 <sup>a</sup><br>Hex- TATATTTTTCGGGTGGGGG -BHQ-1 <sup>b</sup>                         |
| <b><i>Hsf4</i></b>   |                                                                                                                         |
| Forward              | 5'- AATGTTGGTATTTTTGGTTTTGTTT -3'                                                                                       |
| Reverse              | 5'- AAAACTTACACCTCTCCCAACAAT -3'                                                                                        |
| Probe                | 6-Fam - TGTGTTTCGGATGGTGTTCCTTTGT - BHQ-1 <sup>a</sup><br>Hex - TGTGTTTCGGATGGTGTTCCTTTGT - BHQ-1 <sup>b</sup>          |
| <b><i>Kcns1</i></b>  |                                                                                                                         |
| Forward              | 5'- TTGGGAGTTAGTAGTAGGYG -3'                                                                                            |
| Reverse              | 5'- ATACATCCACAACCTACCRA -3'                                                                                            |
| Probe                | 6-Fam - AGTTGAATTAAGCGATGTAGAAGTATTTTA - BHQ-1 <sup>a</sup><br>Hex - AGTTGAATTAAGTGTGTAGAAGTATTTTA - BHQ-1 <sup>b</sup> |

<sup>a</sup> Probe targeting the methylated sequence.

<sup>b</sup> Probe targeting the non-methylated sequence.

**Supplementary Table 5. Multivariable model for ddPCR.**

| Gene Name     | CHR | Map Info  | Coefficients | P value |
|---------------|-----|-----------|--------------|---------|
| (Intercept)   |     |           | -11.56       | 0.83    |
| <i>Prima1</i> | 12  | 103214640 | -0.26        | 0.60    |
| <i>Hsf4</i>   | 8   | 105270966 | 2.33         | 0.001   |
| <i>Kcns1</i>  | 2   | 164168063 | 0.43         | 0.63    |

**Supplementary Table 6. Primers for BBA-seq assays.**

| Primer               | Sequence                                                                       |
|----------------------|--------------------------------------------------------------------------------|
| <b><i>Prima1</i></b> |                                                                                |
| Forward              | 5'- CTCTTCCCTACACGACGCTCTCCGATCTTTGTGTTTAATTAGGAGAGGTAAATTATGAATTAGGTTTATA -3' |
| Reverse              | 5'- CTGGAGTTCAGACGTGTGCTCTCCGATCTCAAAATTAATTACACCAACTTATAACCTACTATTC -3'       |
| <b><i>Hsf4</i></b>   |                                                                                |
| Forward              | 5'- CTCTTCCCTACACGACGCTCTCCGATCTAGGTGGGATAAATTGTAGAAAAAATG -3'                 |
| Reverse              | 5'- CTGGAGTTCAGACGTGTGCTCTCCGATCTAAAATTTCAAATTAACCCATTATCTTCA -3'              |
| <b><i>Kcns1</i></b>  |                                                                                |
| Forward              | 5'- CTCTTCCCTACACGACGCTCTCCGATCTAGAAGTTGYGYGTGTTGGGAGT -3'                     |
| Reverse              | 5'- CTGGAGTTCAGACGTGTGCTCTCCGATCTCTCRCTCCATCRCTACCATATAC -3'                   |

**Supplementary Table 7. Multivariable model for BBA-seq.**

| Gene Name        | CHR | Map Info  | Coefficients | P value |
|------------------|-----|-----------|--------------|---------|
| (Intercept)      |     |           | 11.92        | 0.74    |
| <i>Prima1.48</i> | 12  | 103214640 | -0.53        | 0.15    |
| <i>Hsf4.127</i>  | 8   | 105271022 | 1.08         | 0.03    |
| <i>Kcns1.33</i>  | 2   | 164168063 | 1.53         | 0.003   |

The numbers at the target sites indicate the relevant age-related CpGs of the amplicon, as also depicted in Supplementary Fig. 5.

**Supplementary Table 8. Machine learning model by Lasso (BBA-seq)**

|   | Target sites*    | CHR | Map Info  | Coefficients |
|---|------------------|-----|-----------|--------------|
|   | (Intercept)      |     |           | 5.18         |
| 1 | <i>Prima1.65</i> | 12  | 103214657 | -0.26        |
| 2 | <i>Hsf4.71</i>   | 8   | 105270966 | 0.83         |
| 3 | <i>Hsf4.191</i>  | 8   | 105271086 | 0.11         |
| 4 | <i>Kcns1.33</i>  | 2   | 164168063 | 0.19         |
| 5 | <i>Kcns1.115</i> | 2   | 164168145 | 0.41         |
| 6 | <i>Kcns1.120</i> | 2   | 164168150 | 0.52         |
| 7 | <i>Kcns1.149</i> | 2   | 164168179 | 0.43         |

This model was trained with a machine learning approach, although the number of samples may not be enough for cross-validation on the data. The model should therefore be retained when a larger set of samples is available. The numbers at the target sites indicate the relevant age-related CpGs of the amplicon, as also depicted in Supplementary Fig. 5.

How the deposited data were processed for this re-analysis (not part of the article)

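DNAm of blood samples was measured by BBA-seq in 23 training mice and 40 validation mice of the C57BL/6 strain, 15 mice of Line A and 33 of the DBA/2 strain. By the paper's methods, the authors converted the DNA with bisulfite, amplified 3 regions, sequenced them as paired-end reads and determined the methylation level of each CpG with Bismark. The authors deposited a single table with the methylated fraction of the reads per CpG and mouse, between 0 and 1, without further normalization. It held 41 CpGs for 111 mice, with 0 missing values, 2 zeros and 0 duplicate rows, and all of its columns and rows were used. The paper states the average number of reads per region and sample, but the coverage of single values is not part of the table. The depth behind each value is therefore unknown, and no interval or limit that needs it was calculated. Pyrosequencing, ddPCR and single reads were not analysed here.

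Fractions were multiplied by 100. The condition, age and sex of each mouse were taken from the labels. The validation set is not in the labels. It was settled by age for 14 mice of set 1 (collected in Ulm) and 15 mice of set 2 (collected in Groningen). The ages used are those that Figs. 1b and 2a of the paper show in a single set. The validation sets were otherwise analysed together. Table 1 lists the sizes of the validation sets in the reverse order of the text, and its values were assigned to the sets by name. DBA/2 mice were compared with C57BL/6 validation mice in the windows 6 to 25 weeks and 75 to 109 weeks. No correlation was pooled over both windows.

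Correlations with age were tested by permutation of Pearson's r with 100000 resamples, adjusted by the Benjamini-Hochberg method over the CpGs of a group, with a threshold of 0.05. The smallest p that these tests give is 1e-05. The published coefficients of the 3 CpG and 7 CpG models were applied without change. Differences of delta-age were tested by permutation of the strain labels, exactly where a group held fewer than 10 mice, and strain by age terms by the Freedman-Lane permutation. Bootstrap SDs are from 2000 resamples of the mice. Shifts of single CpGs were fitted with limma 3.58.1 with age as covariate, and lasso refits with glmnet 4.1.10 (alpha 1, 10 folds, 100 seeds) in R 4.3.3. Other steps used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plots used matplotlib 3.10.9.

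The tests were tested on simulated data with known effects. Over 10 simulated data sets of 41 CpGs, the correlation test recovered 100% of the changed CpGs and called 2.38% of the unchanged ones. Over 20 simulated comparisons, the test of delta-age recovered 95% of the changed ones and called 5% of the unchanged ones. Over 20 simulated data sets, limma recovered 97% of the changed CpGs and called 2.62% of the unchanged ones.

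CpGs are named in the text by a rule set before the data were examined, namely the CpGs of both models, the CpG of each amplicon with the highest absolute r in the training set, the first and last CpG of each amplicon, and CpGs the paper names. The *Kcns1* CpGs at positions 11 and 199 fall outside this rule and were named after their values were seen. The alternatives set before the data were examined were Spearman's rho, the scale log2(beta / (1 - beta)) with the fraction (beta) kept between 0.001 and 0.999, females only, groups without the 2 mice farthest from the median age, the mice settled in each validation set, refit models, training and validation mice together as the reference, other covariates, and the number in the label as a block. Alternatives added after seeing the data were the omission of the CpGs inside the *Kcns1* primers, the settings for the mean DNAm of whole amplicons, 3 further lasso refits for the shifts of delta-age, the old training mice alone as the reference, and the omission of the C57BL/6 mouse with the largest deviation at the primer CpGs. Means over *Kcns1* use the 21 CpGs between the primers unless stated otherwise. The overlap of CpG calls between strains compared with the same C57BL/6 mice was not used.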

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

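The tests in this part were chosen after the results they examine were seen, and each pattern is a hypothesis on the same mice. Exceptions are the delta-age shift of old DBA/2 mice against the validation mice and the counts of CpGs that passed by limma. These were set before the data were examined.

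The shift of DBA/2 mice differed between the age windows by amplicon. Mean DNAm of each amplicon was expressed as the deviation from the line of the 40 C57BL/6 validation mice, and strain labels were permuted within the windows (3 tests). At *Hsf4*, young DBA/2 mice deviated by 15.8 points from young C57BL/6 mice (12 of 12 above the C57BL/6 mean, permutation p = 1e-05, the smallest possible, adjusted p = 4.2e-05 over 21 comparisons) and old DBA/2 mice by -1.49 points (exact permutation p = 0.576). The difference of the shifts was 17.3 points (permutation p = 6e-05, adjusted p = 0.00018). At *Prima1*, the shift was -0.0605 points in young mice (permutation p = 0.967) and -11.6 points in old mice (exact permutation p = 0.000127, 0 of 21 above the C57BL/6 mean), a difference of 11.6 points (permutation p = 0.00027, adjusted p = 0.000405). At *Kcns1* the shifts were 4.66 points in young and 5.36 points in old mice, and did not differ past the threshold (difference -0.702 points, permutation p = 0.880).

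An offset common to all amplicons of a mouse is argued against by the shift of -0.0605 points at *Prima1* in the young mice, whose *Hsf4* was shifted. A constant difference of the strains at *Hsf4*, as from a sequence variant that always adds to the signal, is argued against by the difference of 17.3 points between the windows. The collection site does not account for *Hsf4* in young mice, since the shift was 16.7 points against the 8 young C57BL/6 mice settled in the set from Ulm (exact permutation p = 7.94e-06). For *Prima1* in old mice the site stays open. The 7 old validation mice included none settled in the set from Ulm. Replicates 1 and 23, of 104 weeks, have an age shown in both sets, so that 1 of them is from Ulm. Their *Prima1* means were 61.0 and 57.7%, against 72.8 to 82.5% in the old mice settled in set 2. The old DBA/2 mice averaged 61.4%. Against the 4 old training mice, all female and from Ulm, the shift was -5.32 points (exact permutation p = 0.0177, adjusted p = 0.031 over 21 comparisons). With this reference 0 of 21 old DBA/2 mice were above the C57BL/6 mean, but the shift was less than the SD of 5.89 points between those 4 mice. In C57BL/6 mice settled in set 2, which came from Groningen, *Prima1* lay 4.24 points above the training mice with age in the model (Freedman-Lane permutation, p = 0.0034, adjusted p = 0.0306 over 9 comparisons) and 7.39 points above set 1 (p = 0.0112, adjusted p = 0.0503). The mice settled in set 1 differed from the training mice, also from Ulm, by -3.16 points (Freedman-Lane permutation, p = 0.13, adjusted p = 0.389). Part of the 7.39 points may thus lie between groups from Ulm. Strain and site thus cannot be told apart for *Prima1* in old mice. The same holds for the higher delta-age of old DBA/2 mice with the 3 CpG model. It was 19.8 weeks above the old validation mice (exact permutation p = 0.0177), but 5.90 weeks above the 4 old training mice from Ulm (exact permutation p = 0.569), whose SD was 9.34 weeks. These 4 mice were among those the model was fitted to, so that the comparison does not decide either way. A biological difference of strain and age that acts on *Hsf4* early in life also stays open, and was not tested further.

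Over all CpGs, 1 of 100 splits of the young mice into groups of the same sizes, which is the real one, gave as many as the 31 CpGs that passed by limma in young DBA/2 mice. For the 3 CpGs that passed in old DBA/2 mice, 5 of 100 splits gave as many, so that the count by itself may arise from the grouping. For the 33 CpGs in Line A mice it was 1 of 100 splits. The 3 CpGs in old DBA/2 mice all lie in *Prima1*. Its mean DNAm differed between the same groups (exact permutation p = 0.000127, adjusted p = 0.000443 over 21 comparisons). For *Prima1* this argues against the grouping alone, while strain and site cannot be told apart.

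In old DBA/2 mice, *Kcns1* changed with age differently in males and females. The slope of its mean DNAm differed by -1.477 points per week between males and females (males minus females, Freedman-Lane permutation, p = 0.00161, adjusted p = 0.00483 over 3 amplicons). Pearson's r with age was 0.825 in 11 females (permutation p = 0.00198, rho = 0.703, p = 0.0185) and -0.557 in 10 males (permutation p = 0.0979, rho = -0.472, p = 0.171). Without the 2 mice of each sex farthest from its median age, r was 0.761 and -0.827. A single mouse does not account for it, since the largest permutation p with each mouse left out in turn was 0.00411. With each of the 120 sets of 3 old males left out in turn, the slope difference lay between -2.61 and -0.798 points per week, and it was past the threshold in 119 sets and not in 1 (largest permutation p = 0.0790). The 3 lowest old males at *Kcns1* were replicates 7, 8 and 9, with 24.0, 19.3 and 14.6% at 109, 106 and 106 weeks. The other old males had 29.3 to 49.9%. These 3 mice are among the oldest males. Leaving out these 3 gave the weakest slope difference, -0.798 points per week, and was the 1 set not past the threshold (Freedman-Lane permutation, p = 0.0790). The slope difference thus rests in part on them. Old samples exchanged with young ones are argued against by *Prima1*, where the highest mean among the old DBA/2 mice was 67.8% and the lowest among the young was 82.6%. A sex difference common to both strains stays open. The C57BL/6 validation mice of this window were 4 females and 3 males, and their slopes were not tested. In the males *Kcns1* was 28.9% at 89 weeks, 31.2% at 103 and 36.8% at 109, a rise and not a fall. The females had 32.7 and 23.2% at 92 weeks and 27.3 and 28.5% at 104. So few mice do not decide the question. The slope over all ages, which was 0.0498 points per week higher in males (permutation p = 0.0311, n = 40), does not address old mice alone. An exchange among the old mice cannot be told apart from a real difference. The slopes of *Hsf4* did not differ by sex (permutation p = 0.806), but its r with age was only 0.326 in females and 0.269 in males. Those of *Prima1* did not differ either (difference 0.116 points per week, permutation p = 0.467), with an r of -0.706 in females (permutation p = 0.0122, rho = -0.667, p = 0.0286) and -0.506 in males (permutation p = 0.137, rho = -0.485, p = 0.160). Without the 2 males farthest from their median age, the latter was -0.00652, so that *Prima1* does not exclude exchanged males. A difference of the sexes in old DBA/2 mice stays open as a biological explanation and was not tested in other mice. The labels give no batch or date that could be examined.

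Single mice far from the others were sought in 9 groups of 4 to 10 mice of one strain, age window and sex, for both delta-ages and the deviations of the 3 amplicons. Of these 45 tests, 2 found such a mouse, and 2.25 are expected by chance. One was the *Prima1* deviation of a male C57BL/6 validation mouse of 7 weeks (replicate 9), at -10.1 points with the nearest of the 4 mice at -0.229. The other was the *Hsf4* deviation of a male DBA/2 mouse of 13 weeks (replicate 28), at 21.8 points with the nearest of the 6 mice at 10.1. For the first mouse an imprecise measurement is a candidate explanation. The root mean square of its deviations at the CpGs inside the *Kcns1* primers was 10.1 points, the largest of 111 mice, with 2.60 points in the next. The depth behind its values is unknown. Without this mouse, a setting chosen after seeing the data, the young DBA/2 mice differed from C57BL/6 mice by -0.900 points at *Prima1* (permutation p = 0.167), and the delta-age shift was 30.3 weeks with the 3 CpG model and 22.8 weeks with the lasso model (permutation p = 1e-05 for both). In the second mouse the same measure was 1.384 points, at rank 36 of 111, which decides nothing for *Hsf4*, another amplicon. No biological explanation was tested for either.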

How the results depend on the processing

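The alternatives were set before the data were examined, except those named as chosen after seeing the data. Over 39 results that answer a comparison and 146 alternative values set beforehand, 118 kept their direction and side of the threshold or moved by less than the spread. The others were 2 weaker, 1 stronger and 25 moved. Unless another reason is given, the cause was not tested. For the CpGs of the 3 CpG model, 73 of 78 alternative values of their age correlations and strain shifts stayed the same and 5 shifts were weaker. The 118 and the 73 include the setting of females only in the training set. This set is all female, so that those values equal the main ones by construction.

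The age-associated CpGs of the training, validation and Line A mice kept their counts within a factor of 1.5 under every alternative run. In young DBA/2 mice, the 10 CpGs fell to 2 without the 2 mice farthest from the median age (18 at an unadjusted p under 0.05) and to 0 in the 6 females (4 unadjusted). In old DBA/2 mice, the 2 CpGs became 0 by Spearman's rho (5 unadjusted), 0 without the 2 mice farthest from the median age (3 unadjusted) and 24 in the 11 females.

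For the 3 CpG model, R² was 0.967 in the mice settled in set 1 and 0.825 in those settled in set 2, against 0.889 in all validation mice. The median error of 8.51 weeks became 6.84 weeks in females and 10.7 weeks in set 2, and the mean absolute error of 9.72 weeks became 13.4 weeks in set 2. For the lasso model, R² of 0.919 became 0.894 in females and 0.961 in set 1, and the mean absolute error of 7.45 weeks became 6.09 weeks in set 1. The refit by lambda.min at the first seed gave an R² of 0.846, a median error of 19.1 weeks and a mean absolute error of 18.8 weeks in the validation mice, and 0.989, 2.20 weeks and 2.78 weeks in the training mice. The refit by lambda.1se gave a median error of 6.90 weeks in the validation mice, and a median error of 9.12 weeks and a mean absolute error of 9.36 weeks in the training mice. In refits on the 37 CpGs outside the primers, chosen after seeing the data, lambda.min gave a median error of 4.78 weeks and a mean absolute error of 5.80 weeks in the training mice. With lambda.1se on these CpGs, they were 10.2 and 11.2 weeks in the training mice and 8.80 and 9.36 weeks in the validation mice.

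The delta-age shift of old DBA/2 mice with the lasso model was 19.4 weeks with the refit (exact permutation p = 0.0447), against 7.59 weeks with the published coefficients and 6.54, 10.6 and 6.95 weeks with 3 further refits chosen after seeing the data (exact permutation p = 0.403, 0.239 and 0.311). The difference between the windows, 14.6 weeks with the published coefficients, was 0.805 weeks with the refit (permutation p = 0.945) and between 13.7 and 15.8 weeks with the 3 further refits, and was past the threshold with none of them. With the 3 CpG model, the shift of old DBA/2 mice of 19.8 weeks was 14.7 weeks with training and validation mice as the reference (permutation p = 0.0300). Against the 4 old training mice alone, a reference chosen after seeing the data, it was 5.90 weeks (exact permutation p = 0.569), and 4.29 weeks with the lasso model (exact permutation p = 0.686). The slope difference of Line A with the lasso model was 0.132 against the mice settled in set 1 (Freedman-Lane permutation, p = 0.108), a comparison with fewer mice. With both models, the shift of young DBA/2 mice and that of Line A mice kept their direction and stayed past the threshold under every alternative run.

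By limma, 0 CpGs passed in Line A without age as covariate (2 unadjusted), and 20 against the mice settled in set 1, all higher. The counts in young DBA/2 mice stayed between 29 and 32.

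The numbers in the labels do not pair the mice. Same-numbered mice of the old DBA/2 and C57BL/6 groups had deviations that correlated over CpGs with an r above 0.1 in 3 of 5 pairs (median r 0.174), and those of Line A and C57BL/6 in 4 of 15 (median r 0.0608). With the number as a block, the shift of old DBA/2 mice was 11.2 weeks over 5 pairs (exact sign-flip permutation test, p = 0.25) with the 3 CpG model, and 0 CpGs passed by limma (1 unadjusted). With 5 pairs, the smallest p that the sign-flip test can give is 0.0625. In Line A the block left the 3 CpG shift at 18.7 weeks over 15 pairs (permutation p = 0.0143).

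The quadratic coefficient of r over the *Kcns1* positions reversed from -0.475 to 0.0392 without the 4 CpGs inside the primers (permutation p = 0.610), and was -0.0149 (p = 0.686) in the validation mice without them. Both fits were chosen after seeing the data, and so were the settings for the means of whole amplicons. Of these, the difference between the windows of the *Kcns1* shift reversed to 0.344 points with no line removed (permutation p = 0.942), from a value that was not past the threshold either. The differences for *Hsf4* and *Prima1* stayed past the threshold in the 4 settings run for each.

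A coverage minimum was not run, since coverage is not part of the data. The comparison of old DBA/2 mice with old validation mice from Ulm only was not run, as none was settled in that set, and neither was the difference between the windows with that reference. A block was not run for young DBA/2 mice, which share too few numbers with young C57BL/6 mice. As the depth is unknown, it cannot be said how much of the spread between mice is counting error.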

Differences from the paper's values

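The lasso refit kept a median of 12 CpGs over 100 seeds with lambda.min, against the paper's 7. Of the alternatives set before the data were examined, lambda.1se gave a median of 8 CpGs, and 34 of its 100 seeds selected the published CpGs, against 3 of 100 with lambda.min. Refits on the 37 CpGs outside the primers, chosen after seeing the values, gave a median of 9 CpGs with lambda.min and 7 with lambda.1se.

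The paper states that the CpG with the highest correlation in each amplicon entered the 3 CpG model. In the training set, the *Kcns1* CpG at position 146 had an r of 0.922378 and the model's CpG at position 33 an r of 0.922238.

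The paper describes the acceleration in DBA/2 mice as logarithmic. The residual SD of the 3 CpG predictions was 17.3 weeks on the logarithm of age and 16.6 weeks on age itself. With the lasso model it was 16.7 and 16.6 weeks. Refitting the models gave differences of -0.625 and -0.0891 weeks between the residual SDs on age and on its logarithm.

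The paper gives a bell-shaped course of the correlation along the amplicons of *Hsf4* and *Kcns1*. The quadratic coefficient of *Hsf4* was -0.225 (permutation p = 0.156). That of *Kcns1* was -0.475 over the 25 CpGs, which Fig. 3h also plots, and 0.0392 over the 21 CpGs between the primers, a fit chosen after seeing the data. The text of the paper counts 21 CpGs for *Kcns1*, and the deposited values cover 25.

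The paper describes age-predictions of DBA/2 mice as accelerated with both models. In the old mice, the delta-age of the lasso model differed by 7.59 weeks (exact permutation p = 0.369). With the refit by lambda.min, set before the data were examined, it differed by 19.4 weeks (exact permutation p = 0.0447). This refit, from the first seed, kept 15 CpGs, the most of any of 100 seeds, with CpGs inside the primers among them, and had a median error of 19.1 weeks in the validation mice. With refits chosen after seeing the data, the difference was 6.54 weeks by lambda.1se (exact permutation p = 0.403), and 10.6 weeks by lambda.min and 6.95 weeks by lambda.1se on the CpGs outside the primers (exact permutation p = 0.239 and 0.311). In the young mice these 3 refits gave 22.3, 24.3 and 21.7 weeks (permutation p = 1e-05 for each).

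The paper attributes the acceleration to the entire age-associated region, as opposed to individual CpGs, and describes it for all 3 regions. In Line A mice, CpGs of all 3 amplicons passed by limma (4 of 4 in *Prima1*, 8 of 12 in *Hsf4* and 21 of 25 in *Kcns1*). In young DBA/2 mice the 12 CpGs of *Hsf4* and 19 of the 25 CpGs of *Kcns1* passed, but 0 of the 4 CpGs of *Prima1*. Mean DNAm of *Prima1* lay between 83.7 and 86.9% in the training mice of 11 to 39 weeks. In the validation mice of 39 weeks it lay between 77.3 and 84.6%. An acceleration of some weeks may thus not show at *Prima1* in young mice. In old DBA/2 mice 0 of the 12 CpGs of *Hsf4* and 0 of the 25 CpGs of *Kcns1* passed. The 4 *Kcns1* CpGs inside the primers passed in none of these comparisons. Against the 14 mice settled in set 1, from Ulm as well, 20 CpGs passed in Line A, all with higher DNAm and thus 0 of *Prima1* with lower DNAm, where the shift at position 48 was -4.49 points (adjusted p = 0.134 by limma). For *Kcns1* the median shift in old DBA/2 mice, compared with 7 C57BL/6 mice, was 5.20 points and in young mice 3.95 points. Mean DNAm of each amplicon was also compared in Line A by age, after seeing the data. In the 6 mice of 6 to 25 weeks, the shifts were -0.512 points at *Prima1*, 1.39 at *Hsf4* and 1.93 at *Kcns1*. Exact permutation p was 0.768, 0.358 and 0.0313, with a smallest adjusted p of 0.0505. In the 9 mice over 25 weeks they were -12.9, 5.81 and 7.24 points (exact permutation p = 0.00027, 0.000179 and 7.54e-07).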

Other observations

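The tests in this part were chosen after the results they examine were seen, apart from the difference by sex and the co-variation of neighbouring CpGs, which were set before the data were examined.

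The 4 CpGs inside the *Kcns1* primers had a mean DNAm between 51.1 and 55.2% over all 111 mice. In the 63 C57BL/6 mice their SD was at most 2.48 points, while the smallest SD of the 37 other CpGs was 3.85 points. Both primers have mixed bases at CpGs. Values set by mixed bases in the primers would vary less than those of the sample, and 4 of the 4 CpGs inside a primer had an SD below that of every other CpG, so that degenerate bases are a candidate explanation. Methylation of one allele along the amplicon is argued against by the 21 CpGs between the primers. Their mean DNAm was 10.7 ± 1.45% (SD) in the 13 young C57BL/6 validation mice, and the highest mean of any of these CpGs was 21.4%. No other biological explanation was tested.

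The bell shape of *Kcns1* may rest on these CpGs at both ends of the amplicon. Over the 21 other CpGs the quadratic coefficient was 0.0392 (permutation p = 0.610).

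The lasso refit by lambda.min at the first seed had a mean absolute error of 18.8 weeks in the validation mice. On the 37 CpGs outside the primers it was 6.87 weeks, so that primer CpGs among the predictors may account for the larger error. The published 7 CpG model includes none of them.

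The 36 CpGs that differed between old and young DBA/2 mice were matched by 1 of 100 splits of these mice, which is the real one.

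Across mice and with age removed, DNAm at adjacent CpGs had a median r of 0.518 in the training set and 0.605 in the validation mice, against 0.00188 and -0.0650 for CpGs of different amplicons. This is a correlation across mice and not within reads. The medians between amplicons mix pairs of opposite expected sign, since *Prima1* loses DNAm with age, and with its sign turned they were 0.105 and -0.0329 over the CpGs outside the primers. If one rate of ageing per mouse lay behind the shared deviations, those of different amplicons would be correlated as well. The deviations of mean DNAm of *Hsf4* and *Kcns1* had an r of 0.185 in the training mice (rho = 0.132) and -0.132 in the validation mice (rho = -0.155). For *Prima1* with *Hsf4* and with *Kcns1*, r was -0.163 and -0.224 in the training mice (rho = -0.122 and 0.00296), and -0.177 and -0.0349 in the validation mice (rho = -0.194 and -0.0266), where a shared rate gives negative values. Over these 6 relations the smallest permutation p was 0.276 for r and 0.232 for rho (adjusted p = 0.552 and 0.874). Without the 2 mice farthest from the median, r of *Hsf4* and *Kcns1* was 0.218 and -0.280. Within the mice settled in set 2, r of *Prima1* and *Hsf4* was -0.577, against 0.0622 in set 1. With the sign of *Prima1* turned, the mean r of the 3 pairs was 0.191 in the training mice (95% bootstrap limits -0.179 and 0.460) and 0.0266 in the validation mice (limits -0.217 and 0.295). Both upper limits are below the median r of adjacent CpGs outside the primers, 0.527 and 0.615. A shared rate as strong as what adjacent CpGs share is thus argued against, while a weaker one stays open. What neighbouring CpGs share may still be technical or biological within an amplicon, which was not tested.

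Measurement noise was examined through the CpGs inside the primers, by the root mean square of their deviations in each mouse from the mean of all 111 mice. In the training mice this measure is not noise alone. The *Kcns1* CpG at position 11 was 56.7 ± 0.464% (SD) there and 53.1 ± 2.16% in the validation mice. The median of the measure was 1.64 points in the training and 0.978 in the validation mice. The cause of this offset between the groups was not tested. The r of the measure with the absolute error of the 3 CpG model was 0.0764 in the validation mice (rho = 0.215, permutation p = 0.609 and 0.184, adjusted p = 0.609 and 0.367 over 4 relations, r = 0.210 without the 2 mice farthest from the median). With the lasso model r was 0.180 in these mice (permutation p = 0.203). In the training mice r was 0.237 with the 3 CpG model and 0.371 with the lasso model (permutation p = 0.274 and 0.081, adjusted p = 0.366 and 0.324). All 4 values were positive and none was past the threshold. This leaves open whether noise at other CpGs adds to the error.

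Delta-age of the C57BL/6 validation mice was -9.26 ± 6.69 weeks (SD, n = 15) in males and -2.66 ± 12.4 weeks (n = 25) in females with the 3 CpG model (difference -6.60 weeks, permutation p = 0.0654). With the lasso model the difference was -0.921 weeks (permutation p = 0.777), and with its refit it was -6.40 weeks (permutation p = 0.12).

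The 3 CpG model predicted an age below 0 for 5 validation mice and 1 Line A mouse, whose predicted age was -6.26 weeks. The axis of Fig. 5a starts at 0.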
